# Human and Murine Kidneys Show Gender- and Species-Specific Gene Expression Differences in Response to Injury

**DOI:** 10.1371/journal.pone.0004802

**Published:** 2009-03-11

**Authors:** Han Si, Ramandeep S. Banga, Pinelopi Kapitsinou, Manjunath Ramaiah, Janis Lawrence, Ganesh Kambhampati, Antje Gruenwald, Erwin Bottinger, Daniel Glicklich, Vivian Tellis, Stuart Greenstein, David B. Thomas, James Pullman, Melissa Fazzari, Katalin Susztak

## Abstract

The incidence of End Stage Renal Disease (ESRD) is approximately 50% higher in men than women. In order to understand the molecular basis of this gender disparity, we examined sex specific gene expression patterns in control and diseased, human and murine kidney samples. Using the Affymetrix platform we performed comprehensive gene expression analysis on 42 microdissected human kidney samples (glomeruli and tubules). We identified 67 genes with gender biased expression in healthy human kidneys and 24 transcripts in diseased male and female human kidneys. Similar analysis performed in mice using male and female control and doxorubicin induced nephrotic syndrome kidneys identified significantly larger number of differentially expressed transcripts. The majority of genes showing gender biased expression either in diseased human and murine kidneys were different from those differentially expressed in healthy kidneys. Only 9 sexually dimorphic transcripts were common to healthy human and murine kidneys and five showed differential regulation in both human and murine diseased kidneys. In humans, sex biased genes showed statistical enrichment only to sex chromosomes while in mice they were enriched to sex chromosomes and various autosomes. Thus we present a comprehensive analysis of gender biased genes in the kidney. We show that sexually dimorphic genes in the kidney show species specific regulation. Our results also indicate that male and female kidneys respond differently to injury. These studies could provide the basis for the development of new treatment strategies for men and women with kidney disease.

## Introduction

Chronic kidney disease (CKD) affects about 20 million adults and it is a cause of significant morbidity and mortality in the United States [1], [2], [3]. Male gender affects the prevalence and progression of renal disease and it is associated with a 50% higher incidence of ESRD. A large meta-analysis (including 11,345 patients from 68 studies) performed recently indicates that patients with autosomal dominant polycystic kidney disease (PKD), IgA nephropathy, membranous nephropathy, or chronic renal disease of unspecified etiology progress more quickly to ESRD [4]. The difficult and clinically important question would be to determine whether these gender differences are due to “environmental” co-variants, sex hormone differences, inherent functional and anatomical differences in male and female kidneys or due to their differential injury response.

Similarly, in most animal models of chronic renal disease (hypertension, renal ablation models and PKD), males show accelerated progression of renal injury compared to females [5], [6]. Animal studies suggest that sex hormones per se, rather than genetically determined structural differences, cause the greater susceptibility of male kidneys to progressive renal injury. Hormonal manipulation studies suggest that female sex hormones such as estradiol may slow the progression of renal disease, whereas male hormones such as testosterone may promote disease progression [7], [8]. The biological effects of sex steroid hormones are classically mediated by nuclear receptors. They either act as ligand-activated transcription factors that bind to specific response elements located on the promoters of target genes, or by tethering to transcription factor complexes that contact DNA at alternative sites [9], [10]. Sex steroid hormones can also exert rapid non-genomic effects including the activation of the MAP kinase pathways [11], [12].

In addition, to the effects mediated by sex-steroid hormones, there is a possibility that the expression of sex chromosomal genes might also contribute to sexual dimorphisms [13]. During development, the presence of Y chromosome is critical for male specification. To restore the balanced expression of X-linked genes between sexes, gene dosage compensation mechanisms have evolved. In females, large parts of one X-allele are silenced by X-inactivation reducing gene dosage to male level, but some genes escape X-inactivation [14], [15], [16], [17]. It is also possible that, higher expression level of X-chromosome genes in females might be compensated by the expression of functionally equivalent Y-chromosome genes in males. The human Y chromosome encodes >100 genes, while only 23 protein coding genes have been annotated on the murine Y-chromosome so far, indicating that sexual dimorphisms of sex-chromosome-linked genes might be species-specific. Y-chromosome genes have mainly been studied in the context of male fertility and for the most part their role and regulation is unknown [18].

Rinn *et al.* [19] performed one of the first gene expression studies using Affymetrix arrays to determine whole genome scale expression differences between male and female Swiss-Webster mice. They found that the degree of sexual dimorphism in different organs show large variations. Very few genes showed differential expression in the hypothalamus, while the kidney had the most sex-biased transcripts. The study by Rinn et al. identified 27 sexually dimorphic genes in murine kidneys with at least >3 fold (p<0.001) change [20]. The dominant classes of differentially expressed genes detected in the study were monooxygenases, involved in electron transport (including the biosynthesis and metabolism of eiconasoids), transporters in the solute carrier family and glucuronosyltransferases. The authors concluded that genes involved in drug metabolism and renal function represent the major molecular differences between mammalian sexes. A recently performed comprehensive microarray analysis (using the Agilent platform) of 334 mice (an F2 intercross between C57Bl/6J and C3H/heJ strains) proposed that the extent of sexual dimorphism in gene expression is greater than previously recognized [21]. Sex-biased expression was detected for 72% (liver), 68% (adipose), 55% (muscle) and 13.6% (brain) of all active genes (kidneys were not examined). The expression of sex biased genes was highly tissue-specific and was enriched not only on the sex chromosomes, but also on chromosome 7, 13 and 19.

Given the high degree of baseline sexual dimorphism in the kidney and the significant gender differences in renal disease development, a systematic analysis of gender differences is of great importance. Such analysis could provide insight into the mechanism responsible for sex differences in renal disease progression, drug metabolism and response. In addition, most, if not all, large-scale gene expression studies to identify gender specific gene expression pattern have been performed in rodents under baseline condition. Sexually dimorphic gene expression in renal diseases has not been analyzed. We also increasingly recognize that gene expression studies performed in rodents cannot be fully translated into humans, and that many genes show discordant regulation in humans compared to rodents. To address these issues we performed whole genome scale expression studies in healthy and diseased human kidney samples and mouse models of renal disease.

## Results

### Gene Expression Differences in Healthy and Diseased Mouse Kidneys

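Kidney RNA from 5 control male and 5 control female mice was hybridized to 1 array per animal. The authors processed the arrays with GCRMA, which corrects for background, normalizes the arrays to one another and gives 1 intensity per probe set. The deposited intensities are on a linear scale and were converted to log2 without a pseudocount. After 64 array control probe sets were set aside, 22626 probe sets were tested, of which 20380 stand for a single gene. Group means were compared with limma in a single fit over these 10 arrays and the 10 arrays of doxorubicin injected animals. A probe set was called sex-biased at a Benjamini-Hochberg adjusted p under 0.003, the false discovery rate of the paper's SAM analysis. Expression values are log2 intensities with the SD over animals, and differences between the sexes are female minus male. Probe sets of Y-linked genes gave the background of the arrays, since female kidneys lack these genes: 95% of their values in females lay under 2.83. The number of arrays limits the precision of every value. The array also measures the 3′ and 5′ ends of control transcripts, and the excess of 3′ signal grows as the labelled RNA gets shorter. For Gapdh this excess was 0.60 ± 0.66 in control females and 0.19 ± 0.22 in control males (SD, n = 5; exact permutation test, two-sided, p = 0.222, adjusted p = 0.370 over 10 comparisons). For Actb it was 2.25 ± 0.80 and 1.61 ± 0.19 (SD, n = 5; exact permutation test, p = 0.127, adjusted p = 0.254). Over all 20 arrays, females exceeded males for both Gapdh (0.64 ± 0.47 against 0.21 ± 0.18, SD, n = 10, exact p = 0.00930, adjusted p = 0.0310) and Actb (2.49 ± 0.65 against 1.67 ± 0.17, exact p = 0.00148, adjusted p = 0.0148). The 5′ probe set of pyruvate carboxylase, a labelling control, had signal above background in 2 of 5 control males (M13 and M12) and 1 of 5 control females (FNo5). On the first principal component, which held 43.6% of the variance, control female FNo5 lay at −35.0 among the males, while the other control females lay at 23.4 to 62.3. It also lay lowest of all arrays on the next component (15.6% of the variance), at −51.4, and apart from the other control arrays on the third (9.38%).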

We used AffymetrixM430A2.0 expression arrays to determine global gene expression differences in kidneys of 10-week old healthy Balb/c male and female mice (n = 5/group, Figure 1A). Phenotypic description of the animals is shown on Figure 1. As expected the body weight of male and female mice was different and there was a minor but statistically significant difference in baseline albuminuria (Figure 1A). We used the Significance Analysis of Microarray data (SAM) [22] with a stringent false discovery rate (FDR) of 0.3% and we identified 1,162 differentially expressed transcripts between male and female kidneys. 

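The transporters Slc7a13 and Slco1a1 and the cytochrome P450 Cyp2j13 were abundant in male control kidneys and near the array background in female control kidneys, apart from Slc7a13 in 1 female. The amino acid transporter Slc7a13 measured 14.19 ± 0.09 in males and 3.02 ± 1.741 in females (SD, n = 5), and 1 female, F10-1, lay at 6.13 against a mean of 2.25 in the other 4. The cytochrome P450 gene Cyp2j13 measured 12.22 ± 0.24 in males and 2.42 ± 0.30 in females, and the organic anion transporter Slco1a1 measured 11.61 ± 0.50 and 2.09 ± 0.25. The transporter Slc17a2 showed the opposite pattern, with 7.97 ± 0.52 in females against 1.80 ± 0.06 in males. Serpina6, the gene of corticosteroid-binding globulin, was higher in females too, at 11.82 ± 1.46 against 3.62 ± 1.86 in males. Its values in males M12, M13 and M30-5 lay above the array background, at 6.56, 4.30 and 2.86. In limma, 548 probe sets of 422 named genes passed the threshold. The log2 difference was −11.16 for Slc7a13 (standard error 0.57, adjusted p = 5.82e-10) and −9.53 for Slco1a1 (standard error 0.25, adjusted p = 7.33e-14). It was 8.20 for Serpina6 (standard error 0.77, adjusted p = 2.63e-06), 6.17 for Slc17a2 (adjusted p = 2.85e-13), whose highest male value was 1.91 in M13, and 6.68 for Hdc (adjusted p = 2.72e-05), the gene of histidine decarboxylase, whose highest male value was 3.50 in M12. All 7 androgen-induced kidney genes of a fixed list had a lower mean in females, with a median log2 difference of −3.68. Of these, 5 passed the threshold (6 when adjusted over the list alone) and 2 did not. The list differed from the other genes in camera (adjusted p = 3.50e-17, and adjusted p = 0.000346 with an estimated correlation). Among its members, Cyp4b1 measured 15.44 ± 0.12 in males and 11.76 ± 0.24 in females (adjusted p = 4.21e-10), and Cyp2e1 measured 14.64 ± 0.15 and 11.75 ± 0.21 (adjusted p = 9.82e-10). Of 8 UDP-glucuronosyltransferases, 4 were lower and 1 was higher in females (the same counts when adjusted over the list alone; camera adjusted p = 1.66e-05, and adjusted p = 0.0397 with an estimated correlation), with Ugt2b37 at 11.25 ± 0.45 in males and 2.52 ± 0.02 in females. Markers of endothelial cells went the other way. All 17 had a higher mean in females, 4 past the threshold (6 when adjusted over the list alone) and 13 not, with a median of 0.73 (camera adjusted p = 1.12e-07, and adjusted p = 0.0397 with an estimated correlation). Tek, the angiopoietin receptor, was higher by 0.98 (standard error 0.13, adjusted p = 0.000157) and Flt1, a VEGF receptor, by 1.13 (standard error 0.18, adjusted p = 0.000789). The call of Flt1 ended without control male M30-5 or control female F10-1, where its adjusted p was 0.00333 at most. Over all 22626 probe sets, 1709 had no overlap between the values of the sexes, where chance gives 180, or 0.794%. Leaving out control female F10-1 or F10-2 lowered the 548 called probe sets to 363 and 365, and leaving out FNo5 raised them to 893.

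**Figure D1:**
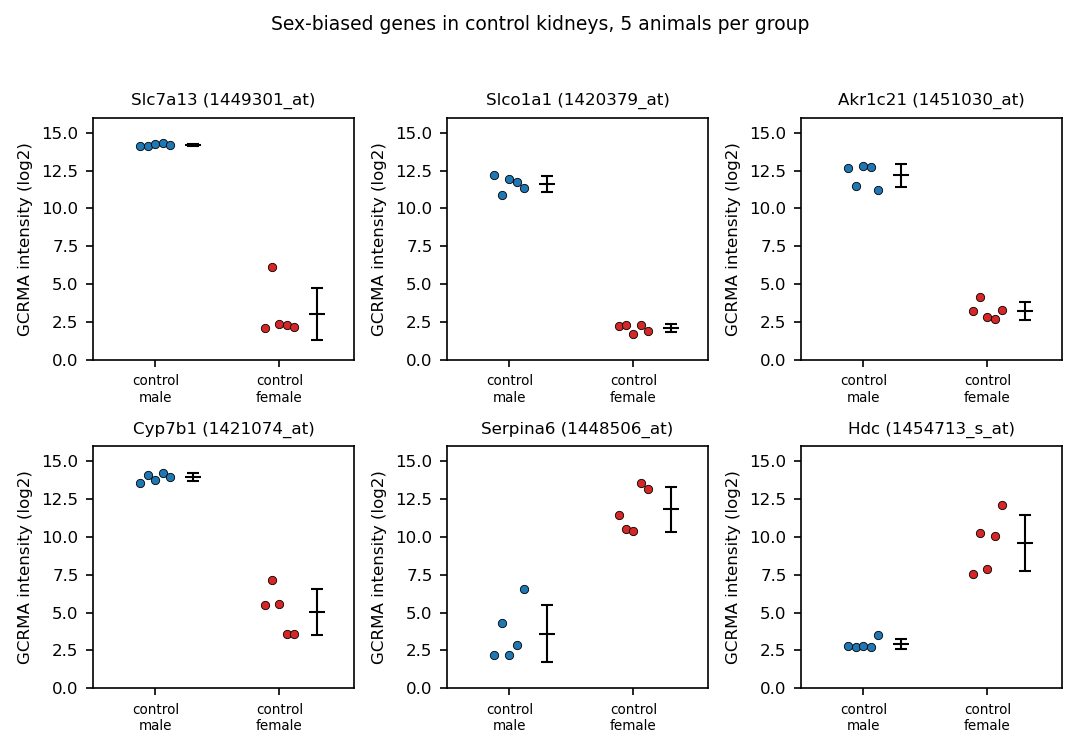
Log2 GCRMA intensity of sex-biased genes in control kidneys, 5 animals per group; points are animals and bars the mean with the SD. Slc7a13 averages 14.19 in control males, and in control females it lies at 6.13 in F10-1 and between 2.13 and 2.38 in the other 4.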

The differentially expressed genes are listed in Supplemental Table S1. The difference in gene expression level was relatively small and half of the transcripts (468) showed less than 50% change in their expression level (Figure 1C). 

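In limma at this threshold, large differences outnumbered small ones among the sex-biased transcripts of control kidneys. Psmb5, a gene of the proteasome, which degrades tagged proteins, was among those with small differences: it measured 12.23 ± 0.07 in males and 11.74 ± 0.08 in females (SD, n = 5), a log2 difference of −0.49 (standard error 0.07, adjusted p = 0.000303 from limma). Psmb5 was the 1 of 39 proteasome genes past the threshold (also 1 when adjusted over the list alone), while 30 had a lower mean in females and the median was −0.32 (camera adjusted p = 9.44e-06, and adjusted p = 0.0397 with an estimated correlation). Of the 548 called probe sets, 79 (14.4%) differed by less than 1.5-fold, 315 by more than 2-fold and 135 by more than 4-fold. The median size of their log2 difference was 1.10. In simulated data limma at this threshold recovered 3 of 50 probe sets at a log2 difference of 0.5 and 21 of 50 at 1. Most small differences are therefore missed, which lowers their share. The share under 1.5-fold fell to between 8.51% and 9.36% when control animal F30-6, F10-1, F10-2, M30-5 or M13 was left out. It was 27.0% with SAM at the same false discovery rate, 30.3% with SAM on linear values, 34.8% at an adjusted p under 0.05 and 41.0% at the unadjusted p under 0.01 that the headers of Tables S1 to S3 name, so it depends on the test and threshold.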

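Sex-biased transcripts of control kidneys were as often higher in females as in males: 270 probe sets were higher in females and 278 in males. Of 21 genes of glutathione S-transferases, enzymes of detoxification, 7 were higher in females, 0 were lower and 14 did not pass the threshold (the same counts when adjusted over the list alone). Gsta4 measured 12.30 ± 0.24 in females and 9.82 ± 0.38 in males (SD, n = 5; limma adjusted p = 2.04e-07), and Gsta2 measured 14.80 ± 0.11 and 12.93 ± 0.44 (adjusted p = 6.26e-07). Of 27 genes of fatty acid oxidation, 2 were lower in females, 0 were higher and 25 did not pass the threshold (3 lower when adjusted over the list alone; camera adjusted p = 1.66e-05, and adjusted p = 0.408 with an estimated correlation, so the list as a whole is left open). The 2 were Eci2, an enoyl-CoA isomerase, with a log2 difference of −0.69 (standard error 0.13, adjusted p = 0.00231), and Cpt1a, which brings fatty acids into mitochondria, with −0.85 (standard error 0.16, adjusted p = 0.00257). The calls held in 5 and 3 of 20 fits without 1 array, with an adjusted p of 0.00879 at most, without F10-1 for Eci2 and without F10-2 for Cpt1a. The other 2 probe sets of Cpt1a differed by −0.33 and −0.39 and did not pass (adjusted p = 0.0333 and 0.0663). For the glutathione S-transferases as a list, camera gave an adjusted p of 0.0111, which was 0.119 without control female FNo5 (adjusted p = 0.357 with an estimated correlation). The share of called probe sets higher in females was 49.3%, and it was 40.2% after each array was centred on its median.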

(There was an equal distribution in the differentially expressed genes that showed higher expression level in males or females (Figure 1C).)

**Figure 1:**
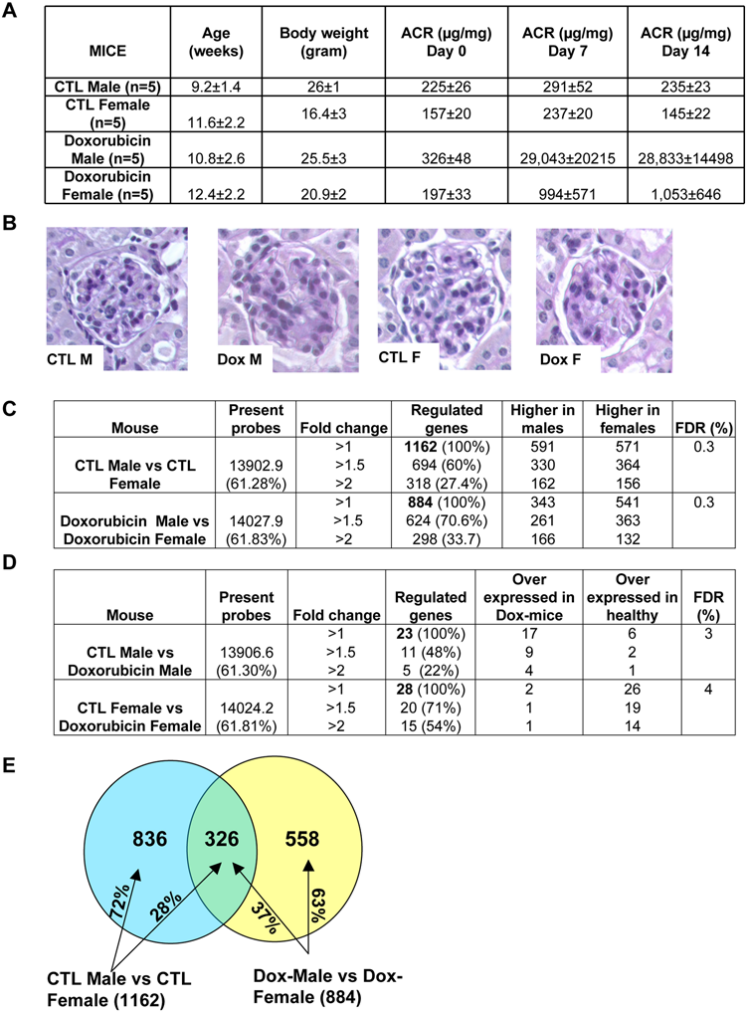
Phenotype and gene expression differences in doxorubicin injected male and female Balb/c mice. (A) Phenotypic description of the animals used in the study (B) PAS staining of murine kidney sections. CTL-control, dox-14 days following doxorubicin injection, M-male, F-female (C) The number of genes that are differentially expressed in kidneys between male (M) mice and female (F) mice in control (CTL) and diseased (dox) condition induced by doxorubicin. The value in parenthesis shows the percentage of active genes or the percent of all regulated genes. (D) Gene expression regulation between control and diseased male mice, control and diseased female mice (SAM analysis, FDR; false discovery rate). (E) Overlap of sexually dimorphic genes in healthy and diseased condition.

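Kidneys were taken on day 14 after an injection of 12 mg/kg doxorubicin into 5 male and 5 female mice, and RNA of each animal was hybridized to 1 array. Doxorubicin damages DNA and injures the filtering cells of the glomerulus. The deposited intensities were of the same unit and processing as those of control animals and were analysed in the same fit. The sexes were compared after doxorubicin at an adjusted p under 0.003. Doxorubicin injected and control animals were compared at an adjusted p under 0.03 in males and 0.04 in females, the false discovery rates of Table S3. The difference between the responses of the sexes was tested as an interaction at an adjusted p under 0.05. After doxorubicin, the excess of 3′ over 5′ Gapdh signal was 0.68 ± 0.24 in females and 0.24 ± 0.15 in males (SD, n = 5; exact permutation test, two-sided, p = 0.0238, adjusted p = 0.0595). For Actb it was 2.73 ± 0.42 and 1.72 ± 0.15 (SD, n = 5; exact permutation test, p = 0.00794, the smallest that 5 against 5 allow, adjusted p = 0.0310). Between doxorubicin and control animals of the same sex, p lay between 0.262 and 0.825 in the same test. The 5′ signal of pyruvate carboxylase was above background in 3 of 5 doxorubicin males (M7, M9 and M11) and 0 of 5 doxorubicin females. Among the 10 males, the 5 with this signal are also the 5 whose animal numbers carry no prefix. Doxorubicin male M30-4 stood apart from the other males on the third principal component.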

In order to identify gene expression differences in response to injury, animals were injected with doxorubicin, a substance that is known to induce albuminuria and glomerulosclerosis in Balb/c mice as it is directly toxic to podocytes [23]. Male mice developed albuminuria as early as 7 days following the administration of doxorubicin and albumin creatinine ratio (ACR) was as high as 28,833±14,498 µg/mg on day 14. The degree of albuminuria was lower in female mice (ACR of 1,053±646 µg/mg)(Figure 1A). In conjunction, the degree of glomerulosclerosis was also greater in male mice compared to female mice (Figure 1B). To understand the molecular mechanism of this differential injury response we analyzed gene expression changes in diseased male and female kidneys. The SAM analysis (FDR 0.3%) identified 884 differentially expressed transcripts when we compared gene expression profiles in diseased male and female kidneys (Figure 1C and Table S2). 

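The enzymes and transporters that set male kidneys apart from female kidneys did so after doxorubicin too. Slc7a13 measured 13.38 ± 0.56 in doxorubicin males and 2.19 ± 0.09 in doxorubicin females (SD, n = 5), where the highest female value was 2.34 in F5. Pzp, a protease inhibitor, measured 9.88 ± 0.49 in males and 2.82 ± 0.15 in females, and Serpina6 measured 3.07 ± 0.78 in males and 12.04 ± 0.30 in females. In limma, 365 probe sets of 297 named genes passed the threshold, 137 higher and 228 lower in females. The lean toward males depends on the test and threshold. The share higher in females was 37.5% here, 47.2% with SAM and 59.4% with SAM on linear values. It was 49.9% at the unadjusted p under 0.01 that the headers of Tables S1 to S3 name. At an adjusted p under 0.05 it was 48.9%. The lean stayed with median centring (36.3%), the Gapdh signal as a covariate (34.2%) and the animal number series as a block (31.6%). In fits without 1 array the share ran from 34.0% (without F10-4) to 44.1% (without FNo5). Over all probe sets, 2196 had no overlap between the sexes, where chance gives 180. The log2 difference was −11.19 for Slc7a13 (standard error 0.57, adjusted p = 6.67e-10), −7.06 for Pzp (standard error 0.18, adjusted p = 1.55e-13) and 8.97 for Serpina6 (standard error 0.77, adjusted p = 1.04e-06). Of 7 androgen-induced kidney genes, 5 were lower in females, 0 were higher and 2 did not pass (the same counts when adjusted over the list alone), with a median of −2.95 (camera adjusted p = 2.98e-16, and adjusted p = 0.000480 with an estimated correlation). Of 39 proteasome genes, each by its brightest probe set, 2 were lower in females, 0 were higher and 37 did not pass (9 lower when adjusted over the list alone), with a median of −0.26 (camera adjusted p = 2.54e-13, and adjusted p = 0.00326 with an estimated correlation). These were Psmb5, with a log2 difference of −0.54 (adjusted p = 0.000181), and Psmd1, with −0.50 (adjusted p = 0.00230). A dimmer probe set of Psmc4, another proteasome gene, chosen after its values were seen, was lower by −0.54 (adjusted p = 0.000679), while the brightest differed by −0.31 (adjusted p = 0.165). Psmd1 passed in 8 of 20 fits without 1 array, with an adjusted p of 0.00854 at most, without M7. The count of 365 fell to 228 without M7, 237 without F3 and 241 without M9 or F10-4, and rose to 549 without control female FNo5.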

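Genes with a large sex difference in control kidneys kept its direction after doxorubicin. Cyp2j13 differed by −9.81 in control and −8.71 in doxorubicin kidneys on the log2 scale (standard error 0.25 in both), and Slc17a2 by 6.17 and 6.65 (standard error 0.18 in both). The steroid hydroxylase gene Cyp7b1 differed by −8.86 and −8.36 (standard error 0.52 in both), and Akr1c21, a hydroxysteroid dehydrogenase gene, by −8.95 and −7.72 (standard error 0.53 in both). The adjusted p of these 4 genes in limma was 4.37e-08 at most in either comparison. In all, 231 probe sets were sex-biased in both control and doxorubicin kidneys, 102 higher and 129 lower in females, and 0 in opposite directions. Independent lists of these sizes would share 4.44 probe sets in the same direction, and the comparisons share no animal. Of the 548 probe sets called in control kidneys, 538 had a difference of the same sign after doxorubicin, 492 of them at an unadjusted p under 0.05. Of the 365 called after doxorubicin, 362 had the same sign in control kidneys. Over all 22626 probe sets, which are not independent of one another, the sex differences correlated across probe sets with Pearson's r = 0.756 and Spearman's rho = 0.565.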

We determined that 326 transcripts showed sexual dimorphism in both healthy and diseased kidneys (Figure 1E). We also compared gene expression differences in control vs. doxorubicin injected male mice and identified 23 differentially expressed transcripts (Figure 1D, Table S3). 

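In male kidneys, doxorubicin lowered the transporter genes Slco1a1 and Slc7a13 and raised Cp, Cdkn1a and 5 further probe sets. The male-biased transporter Slco1a1 fell from 10.78 ± 0.50 in control males to 7.95 ± 0.72 in doxorubicin males (SD, n = 5), a 7.12-fold decrease. Ceruloplasmin, Cp, rose from 7.93 ± 0.57 to 9.67 ± 0.56, and Cdkn1a, a cell cycle inhibitor induced by p53, rose from 4.45 ± 0.05 to 5.34 ± 0.37. In limma, 12 probe sets of 10 genes passed the threshold, 7 higher and 5 lower after doxorubicin. Over all probe sets, 316 had no overlap between the groups, where chance gives 180. Slco1a1 changed by −2.83 in this probe set (standard error 0.27, adjusted p = 0.000239) and by −2.30 in a brighter one (adjusted p = 0.000699). Slc7a13 changed by −1.43 in the dimmer of its probe sets (adjusted p = 0.0227), Nfya, a subunit of the CCAAT-binding factor, by −0.71 (adjusted p = 0.0276) and Ugcg, the gene of glucosylceramide synthase, by −0.55 (adjusted p = 0.0154). Cp rose 3.34-fold in its brightest probe set (adjusted p = 0.0276). Higher on the log2 scale were the interferon-induced Rsad2 by 1.51 (adjusted p = 0.0276), the Golgi protein gene Golm1 by 1.14 (adjusted p = 0.0154), Klhdc8a by 1.08 (adjusted p = 0.0241) and Cdkn1a by 0.89 (adjusted p = 0.0154). This probe set of Cdkn1a lay between 4.37 and 4.48 in all 10 control kidneys, which may be its floor, so the rise may be larger than 0.89. The thrombin receptor gene F2r rose by 0.89 and 0.72 in its 2 called probe sets (adjusted p = 0.0192 and 0.0227). The highest control value of Golm1 was 7.47 in M12, below the lowest doxorubicin value. Of 25 p53 targets, 1 rose, 0 fell and 24 did not pass (7 rose when adjusted over the list alone), with a median of 0.10 (camera adjusted p = 1.98e-06, and adjusted p = 0.0277 with an estimated correlation). Zmat3, another p53 target, had a difference of 0.92 (adjusted p = 0.0386). All 7 androgen-induced kidney genes had a lower mean after doxorubicin, 1 of them, Slco1a1, past the threshold (3 when adjusted over the list alone), with a median of −0.33 (camera adjusted p = 2.24e-06, and adjusted p = 0.0364 with an estimated correlation). Acsm3, another of them, had a difference of −1.59 (adjusted p = 0.136). Of 15 NRF2 targets, 0 passed in limma (2 when adjusted over the list alone) and 12 had a higher mean, with a camera adjusted p of 0.000206 (adjusted p = 0.0457 with an estimated correlation). Abcc3 and Cbr1 both had a difference of 1.38 (adjusted p = 0.172 and 0.320). Markers of endothelial cells passed camera too (adjusted p = 1.29e-08, and adjusted p = 0.0457 with an estimated correlation). Among them, Flt1 and Kdr differed by 0.83 and 0.50 in limma (adjusted p = 0.124 and 0.475). Table S3A lists 23 transcripts for males. All 23 had the direction of Table S3A in limma, 2 passed the threshold (Rsad2 and Ugcg) and all 23 had an unadjusted p under 0.05; Osmr, the first of them, had a difference of 1.53 (adjusted p = 0.161). Both Slco1a1 calls held in all 20 fits without 1 array, and the other calls held in 4 (Cp) to 15 (Golm1) of them, where the adjusted p of Cp was 0.108 at most, without M30-2. The count was 2 without M30-5, M9, F4 or F10-4, 3 without M12, 4 without M30-2, 5 without F1, F10-2, M7, M11 or F3, 20 without M30-3 and 21 without FNo5. With the animal number series, which parts the males like the 5′ control signal, as a block, 20 passed, among them 11 of these 12, without Klhdc8a (adjusted p = 0.0320). The 5′ control signal described above was on 2 of 5 control and 3 of 5 doxorubicin males; in the 14 arrays without it, a choice made after the data were seen, 142 probe sets passed, among them 6 of these 12.

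**Figure D2:**
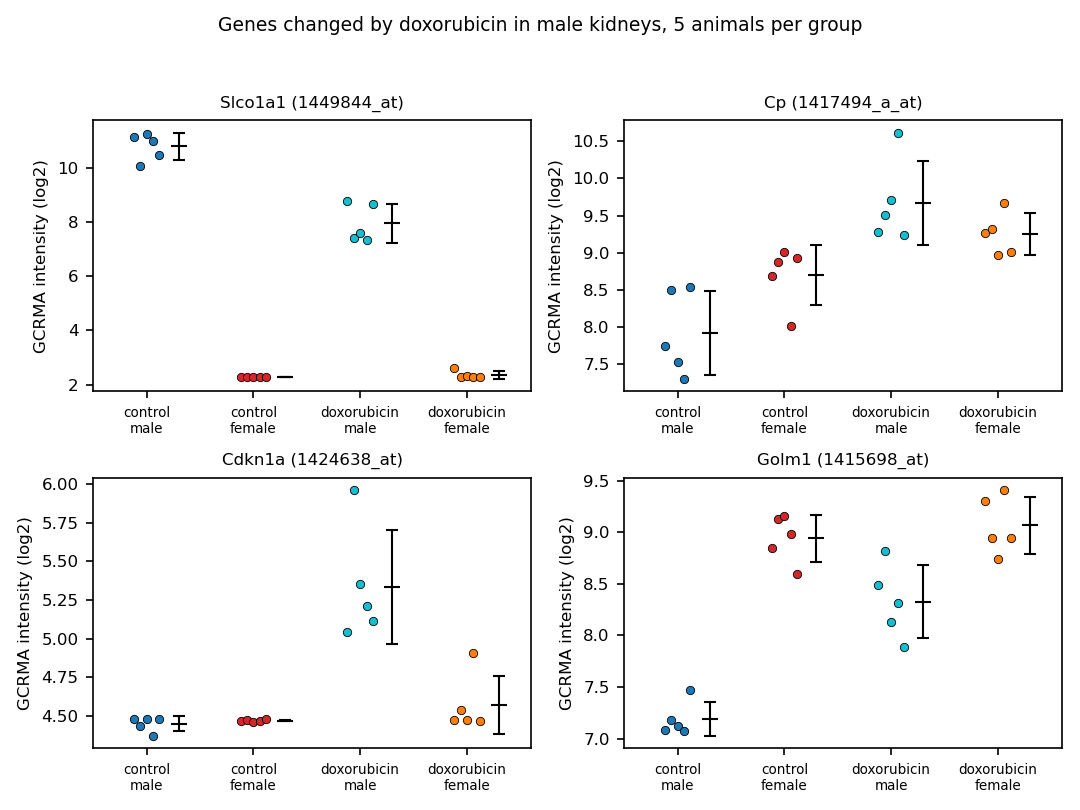
Log2 GCRMA intensity of Slco1a1, Cp, Cdkn1a and Golm1 in each of 20 kidneys, 5 animals per group; points are animals and bars the mean with the SD. Slco1a1 averages 10.78 in control males, 7.95 in doxorubicin males and under 2.83 in both female groups.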

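In female kidneys, single probe sets of Ddx6, Ago2, Pcyt1a, Zbtb20, Add3, Slc25a44 and Ankrd33b were lower after doxorubicin, and whether doxorubicin is the cause stays open. The RNA helicase gene Ddx6 fell from 8.69 ± 0.54 in control females to 6.06 ± 0.55 in doxorubicin females (SD, n = 5) in 1 of its 3 probe sets, a 6.20-fold decrease. Ago2, of the RNA interference machinery, fell from 8.17 ± 0.97 to 4.99 ± 0.57. Pcyt1a, which sets the rate of phosphatidylcholine synthesis, fell from 7.19 ± 0.71 to 4.78 ± 0.46, with 1 control female, FNo5, at 8.41 above the mean of 6.88 of the other 4. In limma, 9 probe sets passed the threshold, 1 higher and 8 lower after doxorubicin. Over all probe sets, 379 had no overlap between the groups, where chance gives 180, while 1071 had an unadjusted p under 0.05, where chance gives 1131. The log2 difference was −2.63 for Ddx6 (standard error 0.27, adjusted p = 0.000706), −3.18 for Ago2 (standard error 0.53, adjusted p = 0.0396) and −2.41 for Pcyt1a (standard error 0.35, adjusted p = 0.0181). The transcription factor gene Zbtb20 changed by −1.24 (adjusted p = 0.0181), Add3, which encodes an adducin of the membrane skeleton, by −1.06 (adjusted p = 0.0259), the mitochondrial carrier gene Slc25a44 by −0.97 (adjusted p = 0.0259) and Ankrd33b by −0.82 (adjusted p = 0.0396). Zfp277 rose by 0.35 (adjusted p = 0.0396), and 1 called probe set that fell by 1.26 has no gene named here. Other probe sets of the same genes did not pass. Of the other 2 of Ddx6, the brightest differed by 0.04 (adjusted p = 1.00), where 1 control female, FNo5, lay at 9.68 below the mean of 10.52 of the others, and the dimmest by −3.29 (standard error 1.03, adjusted p = 0.473). Of the other 2 of Zbtb20, the brightest differed by −0.29 (adjusted p = 1.00), where FNo5 lay at 10.55 below 11.21, and the other by −0.53 (standard error 0.15, adjusted p = 0.354). A brighter probe set of Slc25a44 differed by 0.21 (adjusted p = 1.00). Table S3B lists 28 transcripts for females, 26 of them lower after doxorubicin. All 28 had the direction of Table S3B in limma, 6 passed the threshold and all 28 had an unadjusted p under 0.05. Genes of red blood cells had higher means after doxorubicin in 6 of 6, with 0 past the threshold (3 when adjusted over the list alone) and a camera adjusted p of 0.000106 (adjusted p = 0.219 with an estimated correlation). Among them, Alas2 of heme synthesis differed by 4.13 (adjusted p = 0.0705) and Hbb-b2 by 2.07 (adjusted p = 0.142). The call of Ddx6 held in all 20 fits without 1 array, and the others in 5 (Zfp277 and Ago2) to 15 (Pcyt1a and Zbtb20) of them, where the adjusted p of Ago2 was 0.128 at most, without F1. The count was 1 without F1, F10-2, F10-3 or F10-4, 2 without F3, 3 without M30-2, 4 without M30-1, M30-5 or M7, 5 without M9, 18 without F10-1 or F4 and 32 without M30-4. With the animal number series as a block, 231 passed, and with the 5′ signal class as a term, chosen after the data were seen, 56. Females F1, F3, F4 and F5 carry no prefix and had no 5′ signal, so the series does not follow that signal in females. The 231 is therefore not a count corrected for the 5′ signal. The fit of only the groups compared called 0, with the smallest adjusted p at 0.0881. In the 14 arrays without 5′ control signal, limma called 0, with the smallest adjusted p at 0.0401 against the threshold of 0.04. All 9 probe sets kept their direction there, and 1307 probe sets had an unadjusted p under 0.05.

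**Figure D3:**
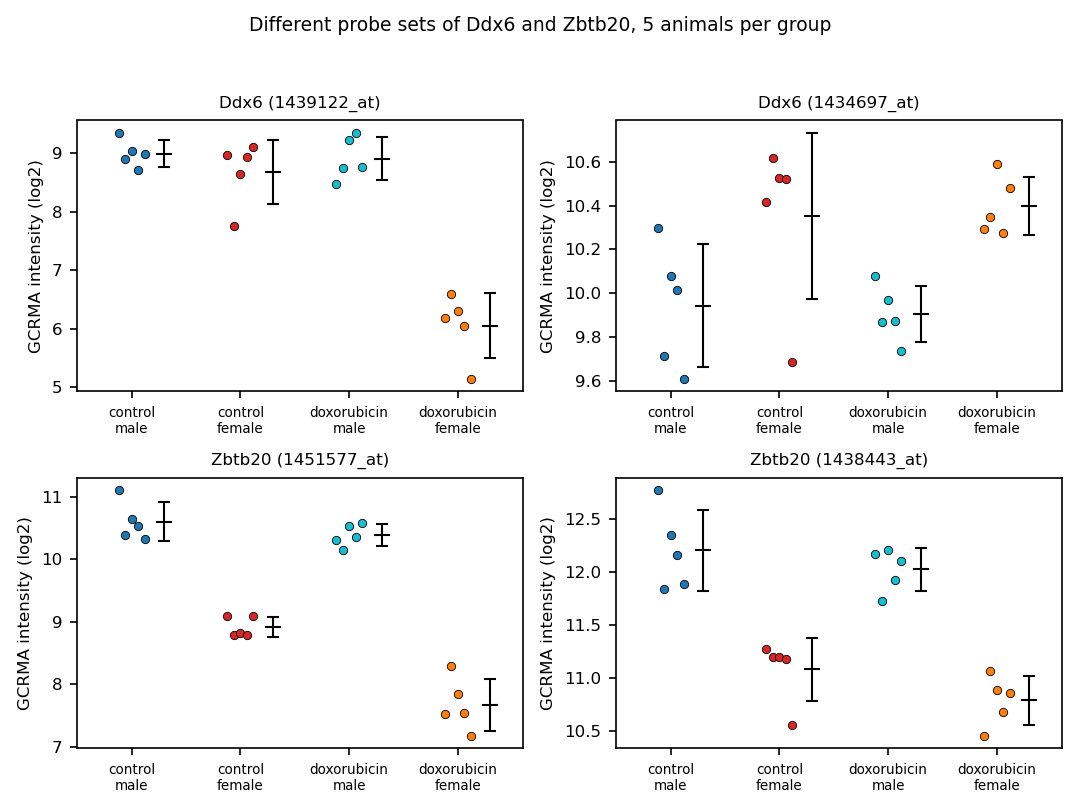
Log2 GCRMA intensity of called and other probe sets of the same genes in each of 20 kidneys, 5 animals per group; points are animals and bars the mean with the SD. The called probe set of Ddx6, at the upper left, averages 8.69 in control and 6.06 in doxorubicin females, and the one at the upper right 10.35 and 10.40.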

Similar analysis comparing control vs. doxorubicin injected female animals identified 28 differentially expressed genes (Figure 1D, Table S3). 

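No probe set passed the threshold for doxorubicin in both sexes, though lists this short leave little room for one. The called probe set of Ddx6 averaged 9.00 ± 0.23 in control and 8.91 ± 0.36 in doxorubicin males (SD, n = 5), and Ago2 averaged 8.81 ± 0.99 and 9.20 ± 0.80. Cdkn1a averaged 4.47 ± 0.01 in control and 4.57 ± 0.19 in doxorubicin females, where its probe set may be at its floor, and Golm1 averaged 8.94 ± 0.23 and 9.07 ± 0.28. Of the 12 probe sets called in males and the 9 called in females, limma placed 0 in both lists. Independent lists this short would share 0.00208, so the 0 says little about whether the responses differ. At an unadjusted p under 0.05, limma had 1704 probe sets in males and 1071 in females, where chance gives 1131 in each, with 126 in common, 67 in the same direction and 59 in opposite directions, where independent lists would have 80.7 in common. SAM also shared 0, and at the unadjusted p under 0.01 that the headers of Tables S1 to S3 name, 4 were shared. Of the 12 called in males, 6 had the same sign in females, and of the 9 called in females, 4 had the same sign in males. Aldh1a1, a retinaldehyde dehydrogenase gene of Table S3B, had like differences in both sexes, 1.23 in females (standard error 0.39, adjusted p = 0.494) and 1.18 in males, neither past the threshold. Over all probe sets, which are not independent, the responses of the sexes correlated with r = −0.0276 and rho = −0.0679.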

Strikingly, no transcripts were found to be commonly differentially regulated during the disease progression in males and females. The absence of overlap indicates a differential injury pattern in male and female mice (this analysis was first filtered for differentially expressed genes within the same gender). 

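Markers of endothelial cells responded lower in females than in males as a list. Slco1a1 was the 1 called probe set whose responses differed, and other splits of the arrays gave as many calls and lists. Of 100 splits of the arrays, the real one included, 11 gave as many called probe sets (up to 1726) and 8 as many lists past camera (up to 25). The splits were not drawn within the animal number series, so they do not show what chance gives with that series as a block. Since Slco1a1 was already near the array background in control females, it could not fall there, and its call is no evidence of a different response. Slco1a1 fell in males, while in females it stayed near the array background, at 2.28 ± 0.01 in control and 2.35 ± 0.14 in doxorubicin kidneys (SD, n = 5), with the highest doxorubicin value, 2.60, in F3 (in its other probe set the highest, 2.24, was in F4). Its response differed by 2.90 on the log2 scale, female minus male (standard error 0.39, adjusted p = 0.0217 from the interaction term in limma). It was the 1 probe set of 22626 past the threshold, and 1433 had an unadjusted p under 0.05, where chance gives 1131. With the animal number series as a block 67 passed, 57 of them lower in females than in males. With the 5′ signal class as a term, chosen after the data were seen, 1 passed. In females the series does not follow the 5′ signal, as described above, so the 67 is not a count corrected for that signal. The call of Slco1a1 held in 9 of 20 fits without 1 array, with an adjusted p of 0.0765 at most, without M30-5. The count was 0 without M30-1, M30-2, M30-5, F1, F10-2, F30-6, FNo5, M30-4, F3, F5 or F10-3. It was 2 without M13, M7, F4 or F10-4, 4 without M30-3 and 5 without F10-1. Of 17 endothelial markers, 15 responded lower in females than in males, 0 past the threshold (4 when adjusted over the list alone), with a median of −0.59 (camera adjusted p = 1.12e-11, and adjusted p = 0.0464 with an estimated correlation). Flt1 averaged 7.199 ± 0.325 in control males and 8.03 ± 0.16 in doxorubicin males, and 8.33 ± 0.43 in control females and 7.74 ± 0.20 in doxorubicin females. The responses of Flt1 differed by −1.43 (standard error 0.26, adjusted p = 0.139) and those of Kdr, another VEGF receptor, by −1.34 (standard error 0.26, adjusted p = 0.139). Genes of vascular development, a list that shares members with the endothelial markers, had a median of −0.32, with 0 of 31 past the threshold (5 lower when adjusted over the list alone; camera adjusted p = 2.27e-06, and adjusted p = 0.0464 with an estimated correlation). Markers of other cells passed camera, with lower responses in females, at the preset correlation alone: podocytes (adjusted p = 0.000160, and 0.180 with an estimated correlation), extracellular matrix (0.000706, and 0.545), macrophages (0.00622, and 0.550) and mesangial and smooth muscle cells (0.0353, and 0.545). The called probe set of Ddx6 had a difference of responses of −2.55 (standard error 0.39, adjusted p = 0.0572), and the GTPase gene Rhoj of −2.93 (standard error 0.65, adjusted p = 0.213), with doxorubicin female F10-4 at 3.13 below the mean of 5.92 of the other 4. Among the transcripts of Table S3, 15 of the 23 for males and 24 of the 28 for females had an unadjusted interaction p under 0.05, and 0 had an adjusted p under 0.05. Table S3 was chosen on these same arrays, so these counts are not independent evidence of a difference. The same holds in part for the endothelial list. Its member Flt1 is in Table S3A, whose gene names had been seen before the lists were fixed. From the absence of overlap between its lists for males and females, the paper concludes that the injury pattern differs between the sexes. It also reports higher albuminuria and more glomerulosclerosis in males, so the responses were not compared here at equal severity.

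**Figure D4:**
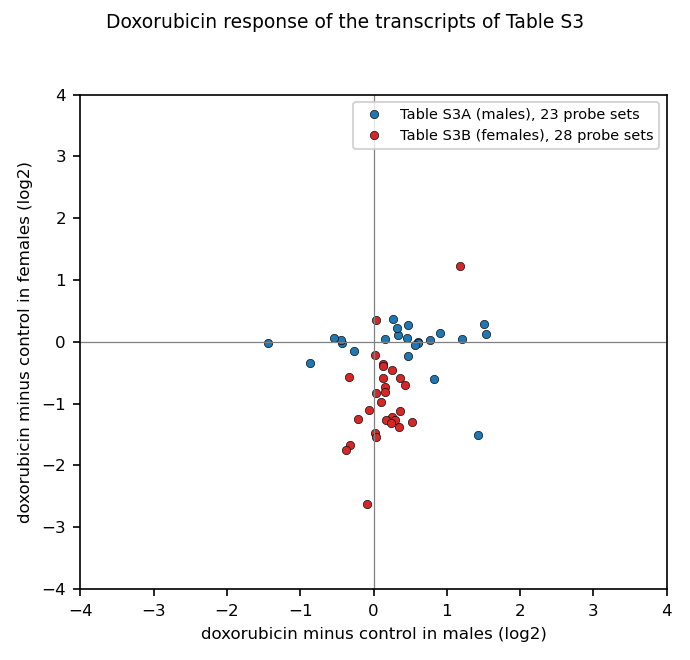
Log2 difference of doxorubicin minus control in males (x axis) and in females (y axis) for the transcripts of Table S3; each point is a probe set, blue for the 23 of males and red for the 28 of females. Ddx6 lies lowest on the female axis, at −2.63.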

The expression of the top differentially regulated genes was confirmed by QRT-PCR and relative gene expression levels showed excellent correlation (r^2^∼0.9) to the microarray results (data not shown).

### Gene Expression Differences in Healthy and Diseased Human Kidneys Show Sexual Dimorphism

Next we analyzed sex biased gene expression differences in control and diseased human kidneys. We collected 42 kidney samples from healthy living transplant donors, nephrectomies and from diagnostic kidney biopsies. Preliminary studies did not show significant gene expression differences in control kidneys based on the collection method (i.e. living kidney biopsy vs. unaffected portion of tumor nephrectomy). We grouped the tissue samples based on the histological readings of the kidney biopsies. Samples with evidence of glomerular and tubulointerstitial fibrosis were assigned into the diseased group (Table 1). The research population was notable for its diversity in both ethnicity and etiology of renal disease, but their age, body weight, BMI and renal function showed no statistical differences. Majority of the participants had mild, Stage 3 CKD. The kidney tissue was microdissected into glomerular and tubulointerstitial fractions and AffymetrixU133 expression arrays were performed separately [24]. Quality of the microdissection was determined by evaluating the expression of glomerular specific genes (NPHS1, NPHS2, and SYNPO). We included 52 good quality hybridizations into our analysis.

**Table 1:** Demographics of the research participants.

Characteristics	Healthy females	Healthy males	p	Diseased females	Diseased males	p
	(n = 10)	(n = 9)		(n = 14)	(n = 9)	
**Age (years)**	54.3±13.2	55.3±17.5	0.9	51.0±18.5	49.0±31.3	0.85
**Ethnicity**						
**Asian Pacific Islander**	0	0		2	0	
**White, non-Hispanic**	1	2		1	0	
**Black, non-Hispanic**	5	5		4	3	
**Hispanic**	0	1		2	1	
**Other & Unknown**	4	1		5	5	
**Weight, (kg)**	77.8±18.0	76.3±16.8	0.86	84.1±26.8	72.0±26.0	0.35
**BMI (kg/m2)**	26.9±5.0	23.2±4.0	0.14	32.4±10.6	26.0±7.3	0.16
**HTN**	1 (10%)	5 (55.6%)	0.06	8 (57.1%)	4 (44.4%)	0.68
**DM**	0	0		8 (57.1%)	5 (55.6%)	
**Proteinuria (dipstick)**						
**Negative**	7	7		5	1	
**30 mg/dL**	2	1		1	4	
**100 mg/dL**	0	0		4	3	
**Unknown**	1	1		4	1	
**Serum BUN (mg/dL)**	13.7±3.5	15.1±4.0	0.43	21.5±15.8	22.0±17.7	0.91
**Serum creatinine (mg/dL)**	1.0±0.3	1.2±0.3	0.06	2.2±2.3	1.0±1.1	0.38
**eGFR (ml/min)**	78.0±32.7	77.9±16.5	0.99	57.6±47.0	78.0±56.8	0.4
**Histology**						
**Normal**	10	9		0	0	
**Diabetic Nephropathy**				5	0	
**FSGS**				2	6	
**Arteriosclerosis**				1	0	
**Global glomerulosclerosis**				4	0	
**Fibrosis**				1	2	
**Unknown**				1	1	

Abbreviations used: BMI: Body Mass Index; DM: Diabetes Mellitus; BUN: Blood Urea Nitrogen; FSGS, Focal Segmental Glomerulosclerosis. eGFR (estimated glomerular filtration rate) was calculated using the MDRD formula. Student's t-test was used to determine the statistical significance between sexes for age, weight, BMI, BUN, creatinine, eGFR.

First, we determined gene expression differences between healthy male and female microdissected glomeruli. Statistical analysis (Student t-test, p<0.01) identified 26 differentially regulated transcripts in healthy glomeruli (Figure 2A, Table S4A). Among them, 16 genes had sex-specific expression levels at a fold-change threshold >1.5 and 11 genes showed >2-fold differential expression level between sexes. Statistical analysis identified 50 differentially expressed transcripts between sexes in the tubulointerstitial compartment (Figure 2A and Table S4B). Out of the 50 sex-specific genes, 39 genes showed >1.5-fold differential expression and 18 genes showed >2-fold differential expression between sexes (Figure 2A). The small number of sex biased genes with higher fold changes might be due to the greater sample heterogeneity. We found 9 (24–37% of total) sex-biased transcripts differentially regulated in both glomeruli and tubuli (Figure 2B) i.e. regardless of the kidney compartment. These transcripts were: EHD2, DDX3Y, EIF1AY, CYorf14, ESPL1, JARID1D, PNPLA4, RPS4Y1, and XIST.

**Figure 2:**
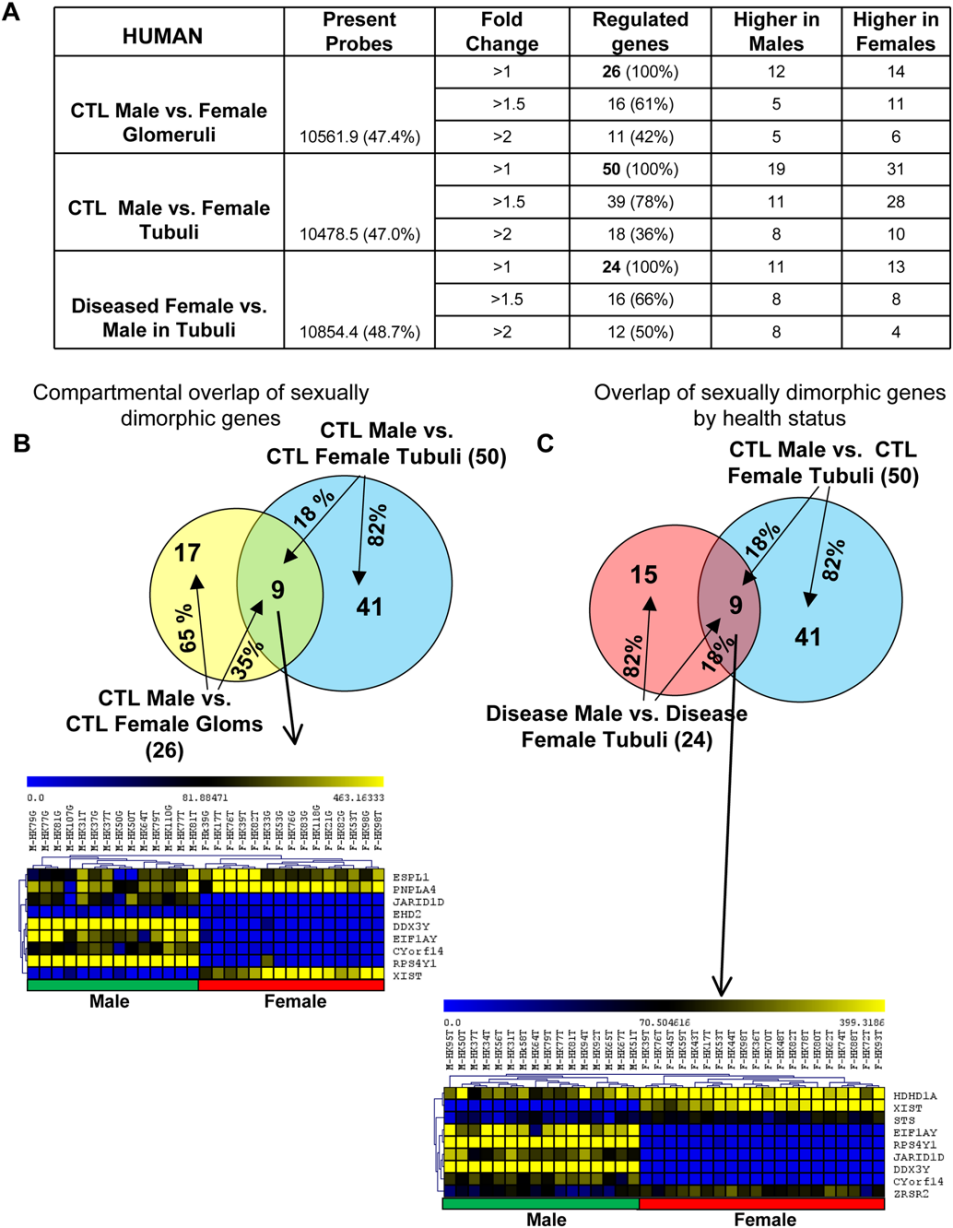
Gene expression changes in control and diseased human kidney samples. (A) Distribution of genes that are differentially expressed in male and female human kidneys in glomerular and tubulointerstitial compartments (p<0.01, Student's t-test). The value in the parenthesis following the number of dimorphic gene shows the percentage of active probes. (B) Upper panel: the overlap of sexually dimorphic genes when tubuli were compared to glomeruli from healthy kidneys; Lower panel: hierarchical clustering (complete linkage) of the overlapping genes identified between healthy glomeruli and tubuli. (C) Upper panel: the overlap of sexually dimorphic genes when diseased tubuli were compared to healthy tubuli. Lower panel: hierarchical clustering (complete linkage) of the overlapping genes between diseased and healthy tubuli. In the Venn's diagram, the gene number in individual distinct area and the percentage over the total gene number in individual group are shown. In the gene clusters, one row represents one gene and one column represents one sample. The yellow color indicates higher gene expression level, while the blue one indicates lower level.

In addition, we also used the SAM analysis (with a very stringent FDR of 0%) to define gene expression differences between healthy male and female kidneys. Firstly, 5 transcripts were identified to be differentially expressed in glomeruli between male and females and they all showed more than 2 fold change (Table S9 A). Secondly, 8 transcripts were found to be differentially expressed in tubuli between male and females (Table S9 B). We found 4 transcripts that were commonly differentially expressed in both glomeruli and tubuli, these transcripts were XIST, JARID1D, RPS4Y1 and DDX3Y.

In order to investigate whether there is a sex-specific renal injury response in the human kidney regardless of the type of the renal disease, we compared gene expression differences between diseased male and female tubuli, reasoning, that while the glomerular morphology shows significant differences in various glomerular diseases, to our current knowledge one cannot distinguish tubulointerstitial fibrosis based on the primary disease. We found 24 transcripts differentially expressed in the tubulointerstitial compartments (Student t-test, p<0.01) when male samples were compared to female samples under disease condition (Figure 2A, Table S5). Nine genes; XIST, DDX3Y, JARID1D, CYorf14, EIF1AY, HDHD1A, RPS4Y1, STS, and ZRSR2 showed differential expression both in healthy and diseased human kidneys (Figure 2C). The lack of significant overlap between the baseline and disease related gene expression might indicate that there are not only baseline differences but a sexually dimorphic response during disease.

When the SAM analysis (with a very stringent FDR of 0%) was used, we found 8 differentially expressed transcripts in tubulointerstitial fraction between male and female under disease condition (Table S10). We identified 6 common sex-biased transcripts when comparing sex-biased transcripts in tubulointerstitial compartment under baseline and disease condition, these are XIST, ZRSR2, CYorf14, JARID1D, DDX3Y and RPS4Y1.

An important limitation of our studies is the use of human biopsies from a heterogenous population with heterogenous kidney disease. A significant confounder might also be related to different sex hormone levels in pre and post-menopausal women. To address this issue we compared gene expression changes in women less than 49 years of age (42±3, n = 4) to those 50 and above (67±9, n = 4). We found 36 differentially expressed transcripts in the glomeruli and 361 transcripts that were differentially expressed in the tubulointerstitium (Table S6). This analysis showed significant difference in estrogen receptor 1 and 2 expressions when samples from participants under 49 were compared to those over 50, indicating the role of sex hormones. However, (given the cross sectional design) we can not assess whether the regulation of these genes correlates with hormonal status (pre vs. post-menopausal status) or by aging.

To further dissect the role of sex hormones we also made comparisons between healthy male and female glomerular and tubular samples obtained from participants <49 years of age. We found 35 differentially expressed genes when healthy male glomeruli were compared to female glomeruli. Interestingly 4 of the 35 genes (GNAS, ID2, TJAP1, COL4A6) had androgen receptor binding sites on their promoter. Similar analysis performed on tubular samples of participants <49 years of age identified 93 differentially expressed genes (however there were only 2 samples in each subgroup).

### The species-specificity of sexually dimorphic genes

Next we examined the concordance of human and murine gender biased genes in the kidney. The tubulointerstitium constitutes the majority (>95%) of the kidney, therefore we compared gene expression levels in whole kidney lysates of mice to transcript levels of the tubulointerstitial fraction of human kidneys. 

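Few genes with a sex bias in human kidneys had one in control mouse kidneys, and 2 of those lie on the sex chromosomes. Of the 67 genes of the paper's human list (Table S4), 59 had a mouse gene matched by name or synonym and 41 of these were measured by a probe set of a single gene. Of the 41, 4 were sex-biased in control mouse kidneys: Xist, Kdm5d, Aldh9a1 and Arl3. Chance would give 1.40, as 422 of 12393 measured genes were sex-biased (Fisher's exact test, two-sided, p = 0.0499). Without the genes on X or Y the count was 2 (Fisher's exact test, p = 0.361). It was 2 without M13, M12, F10-2 or F30-6, 3 without M30-2, M30-5, F1, F10-1, M7, F4 or F10-4, each with p above 0.05, and 7 without FNo5.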

When we compared 67 sex-biased genes in “healthy” human kidneys with 1162 sexually dimorphic genes in the murine kidney (Figure 3A), we identified 9 transcripts that were differentially regulated in both species (corresponding to 13% of all human gender biased genes and 0.8% of all murine gender biased genes). These genes were: ALDH9A1, ARL3, DDX3Y, DPP4, JARID1D, PDZRN3, SEMA5A, WWOX and XIST.

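Of the genes named for both species, the sex chromosome genes had the largest differences in control mouse kidneys. Xist, the RNA that silences 1 X chromosome in females, measured 12.53 ± 0.24 in females and 3.85 ± 1.48 in males (SD, n = 5), and the Y-linked demethylase gene Kdm5d (JARID1D) measured 6.54 ± 0.31 in males and 2.34 ± 0.02 in females. The log2 difference was 8.68 for Xist (standard error 0.60, adjusted p = 4.41e-08 from limma) and −4.20 for Kdm5d (standard error 0.35, adjusted p = 5.47e-07). The highest Xist value of a control male was 6.21 in M12, above the array background. M12 also had the highest Serpina6 and the lowest Eif2s3y of the control males. Its Slc7a13, at 14.22, lay within the range of the others. The cause was not tested. Arl3, a small GTPase gene, was higher in females, at 11.60 ± 0.23 against 11.11 ± 0.12 (adjusted p = 0.00191), a call that held in 10 of 20 fits without 1 array and was lost at an adjusted p of 0.00731 at most, without F10-1. Aldh9a1, an aldehyde dehydrogenase gene, was lower in females by −0.73 in the dimmer of its 2 probe sets (adjusted p = 0.00107), which held in 14 of those fits (0.00441 at most, without F10-1). Its brighter probe set differed by −0.25 (adjusted p = 0.0608), and its lowest control male, M30-2, lay at 13.99. In the paper's human list Aldh9a1 is higher in females. Pdzrn3 differed by −1.20 (adjusted p = 0.00402) and the peptidase gene Dpp4 by 0.91 (adjusted p = 0.00737), short of the threshold of 0.003; Pdzrn3 passed it without F10-1 (adjusted p = 0.00129) and Dpp4 without M30-4 (4.07e-05). A dimmer probe set of Dpp4 differed by 1.42 (standard error 0.29, adjusted p = 0.00431), with control female FNo5 at 8.82 below the mean of 9.49 of the others, and passed without FNo5 (0.00228) and without M30-4 (1.20e-05). Wwox differed by 0.68 (adjusted p = 0.0558; −0.21 in another probe set, adjusted p = 0.764) and Sema5a, an axon guidance gene, by 0.70 (adjusted p = 0.124). DDX3Y is the other gene the paper names, and no value is given for it here.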

**Figure 3:**
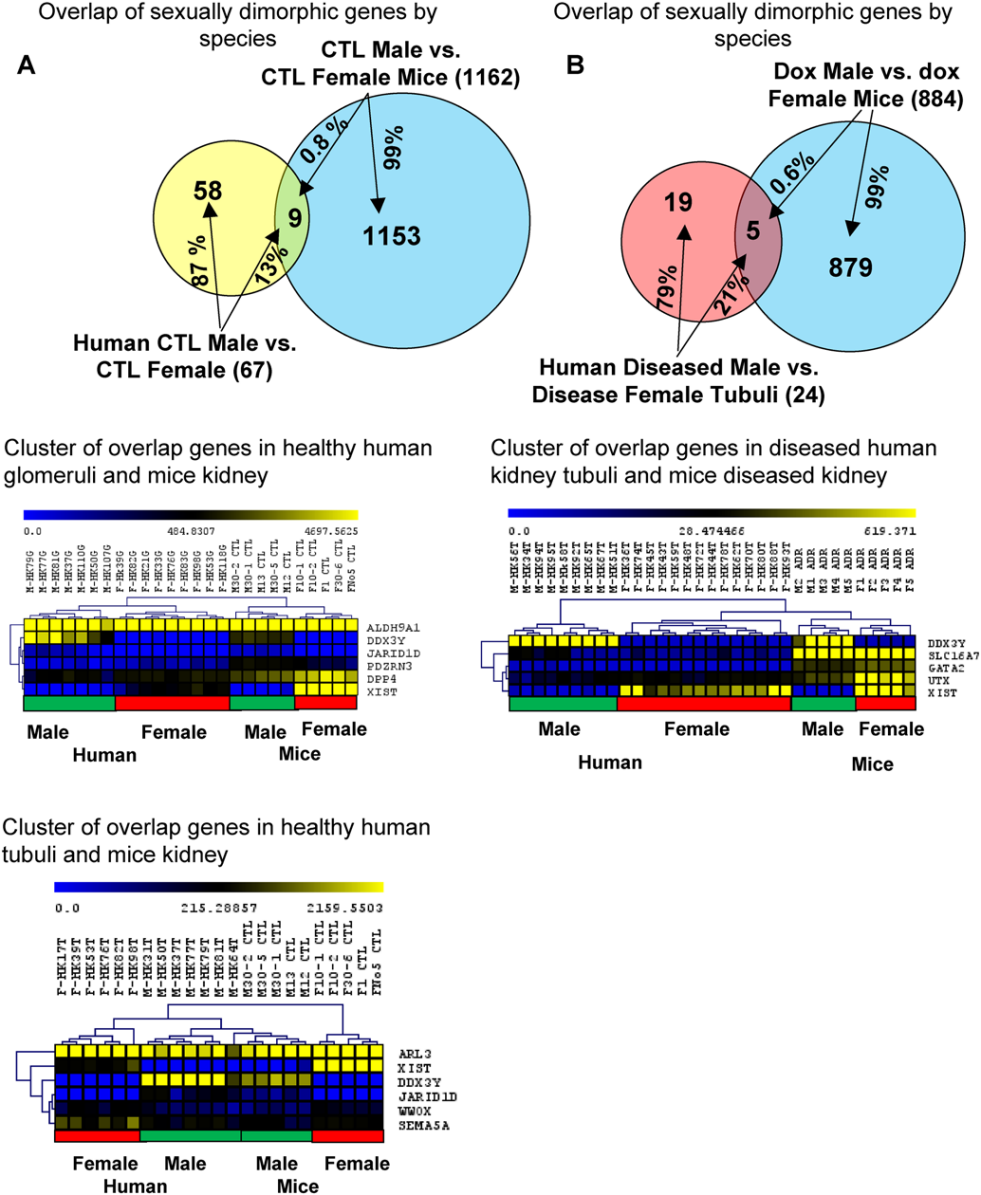
Species specific gene expression differences. (A) Upper panel: overlap of sexually dimorphic genes in kidneys of healthy people and mice; Lower panel: hierarchical clustering (complete linkage) of the overlapping genes identified between healthy human glomeruli/tubuli and control mice. (B) Upper panel: overlap of sexually dimorphic genes of diseased human kidneys and diseased murine kidneys. Lower panel: hierarchical clustering (complete linkage) of the overlapping genes identified between diseased human and murine kidneys.

We also compared the sexually dimorphic genes in murine and human diseased kidneys. This analysis again identified a handful of commonly regulated genes; DDX3Y, GATA2, SLC16A7, UTX and XIST transcripts were differentially regulated in both human and murine diseased kidneys (Figure 3B). Therefore our results indicate significant species-specific differences in gender biased gene expression levels in the kidney.

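After doxorubicin, Xist and Kdm6a were higher in female mouse kidneys and Kdm5d in male mouse kidneys, as in the paper's list for diseased human kidneys. Xist measured 12.71 ± 0.14 in doxorubicin females and 3.23 ± 1.23 in doxorubicin males (SD, n = 5). Kdm6a (UTX), a histone demethylase gene of the X chromosome, measured 9.21 ± 0.20 in females and 7.68 ± 0.49 in males in the dimmer of its 2 probe sets. Gata2 and Slc16a7 were measured at higher means in female mice, the opposite of their direction in the paper's human list. The log2 difference was 9.48 for Xist (standard error 0.60, adjusted p = 1.55e-08 from limma). It was 1.54 for Kdm6a in that probe set (standard error 0.25, adjusted p = 0.000975), a call that held in 16 of 20 fits without 1 array (0.00362 at most, without F10-3), and 0.19 in its brighter probe set (adjusted p = 0.773). The Y-linked gene Kdm5d differed by −3.996 (standard error 0.35, adjusted p = 1.21e-06), with its lowest doxorubicin male, M30-4, at 4.50 against a mean of 6.82 in the others. The transcription factor gene Gata2 differed by 0.82 (adjusted p = 0.0141) and the lactate transporter gene Slc16a7 by 0.82 (adjusted p = 0.00614), short of the threshold; Gata2 passed it without control female FNo5 (adjusted p = 0.00126). Of the 24 genes of Table S5, 19 had a mouse gene matched by name or synonym and 15 were measured. Of the 15, 3 were sex-biased in doxorubicin kidneys, where 0.359 would be by chance (Fisher's exact test, two-sided, p = 0.00501). Without the genes on X or Y the count was 0 of those measured. It was 2 without M9, F3, F4 or F10-3 and 4 without FNo5.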

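Some genes with a sex bias in human kidneys had the opposite direction in mouse kidneys. The direction of each gene was read from its probe set with the smallest p, which need not be the brightest. For 9 of the 41 measured genes of the list for healthy human kidneys, that probe set lay at the array background. A direction means nothing there. Of the other 32, 12 had the same direction in control mice. Of the 15 of the list for diseased kidneys, 3 lay at background, and of the other 12, 5 had the same direction after doxorubicin. These directions were counted without a test. The X-linked mouse gene Eif1ax was counted with a male direction for diseased and with both directions for healthy human kidneys. The paper names the human gene EIF1AY, so this match may be of a related gene, and its direction is uncertain in these counts. Eif1ax was not called in either mouse comparison. Arl3, Xist and Kdm5d were called in the same direction in both species, and Aldh9a1 in opposite directions. At an adjusted p under 0.05 in limma, 7 of the 41 and 6 of the 15 were sex-biased in mice. From the small number of genes in common, the paper concludes that sex-biased expression in the kidney differs between the species.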

### Functional categories of sexually dimorphic genes

In order to understand the function of the sexually dimorphic genes in the kidney we used the David 2.0 web-based software (http://david.abcc.ncifcrf.gov) to find significantly enriched functional groups. To avoid the functional redundancy we used the level5 gene ontology (GO) annotation. For the biological process group we identified 5 functional groups (2 in glomeruli and 3 in tubuli) with statistically significant enrichment in healthy human kidney (Table 2 and Table S7). These groups included translation, translation initiation, protein-RNA complex assembly and angiogenesis. Sexually dimorphic genes in the human kidney were more likely to encode cytosolic proteins (Table 2 and Table S7).

**Table 2:** Gene ontology groups of gender biased genes in human kidneys.

Gene ontology	Sex-biased genes in healthy human glomeruli	sex-biased genes in healthy human tubuli	sex-biased genes in human diseased Tubuli
Biological process	regulation of angiogenesis	protein-RNA complex assembly	none
	translation	regulation of progression through cell cycle	
		translational initiation	
Molecular function	none	none	none
Cellular component	cytosolic small ribosomal subunit	none	none
	cytosol		
	cytoplasmic part		
	cytoplasm		

Statistically significantly overrepresented gene ontological terms (at level 5 terms) were identified in biological process and cellular component, whereas no overrepresented gene ontological term at level 5 was found in molecular function. David 2.0 program was used to identify the overrepresented gene functional groups and the statistical significance was determined by modified Fisher's exact test (p<0.05).

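Some markers of podocytes and of the distal convoluted tubule were higher in control female than in control male kidneys. Of 17 podocyte genes, 5 were higher in females, 0 were lower and 12 did not pass the threshold (6 higher when adjusted over the list alone). Synpo, of the podocyte cytoskeleton, measured 9.45 ± 0.32 in females and 7.69 ± 0.39 in males (SD, n = 5; log2 difference 1.76, adjusted p = 0.000377 from limma), and Npnt, a matrix gene of the glomerulus, 11.85 ± 0.10 and 10.86 ± 0.21 (0.98, adjusted p = 0.000309). Of 6 genes of the distal convoluted tubule, 2 were higher in females and 4 did not pass (3 when adjusted over the list alone): Pvalb by 0.85 (standard error 0.14, adjusted p = 0.000957) and the sodium-calcium exchanger Slc8a1 by 1.67 (standard error 0.30, adjusted p = 0.00174). These calls held in 15 and 12 of 20 fits without 1 array, with an adjusted p of 0.00701 at most, for Slc8a1 without F10-1. The call of Pvalb was lost with median centring. For the podocyte genes camera gave an adjusted p of 1.66e-05 (adjusted p = 0.0710 with an estimated correlation), and for the distal convoluted tubule 9.01e-05 (adjusted p = 0.0397 with an estimated correlation). Of 50 fixed lists, 21 differed in control and 9 in doxorubicin kidneys at a camera adjusted p under 0.05. With an estimated correlation, 9 and 2 did. The list of the proximal tubule did not pass camera in control kidneys. In markers of the further tubule cells named next few single genes passed, and the lists passed camera at the preset correlation but not with an estimated one: intercalated cells (1 of 8 past the threshold, also 1 when adjusted over the list alone; camera adjusted p = 0.000355, and 0.0913 with an estimated correlation), collecting duct principal cells (0 of 10, and 4; 0.000713, and 0.0710) and the thick ascending limb (1 of 9, also 1; 0.0315, and 0.220). Splits of the same kidneys that mix the sexes gave a median of 10 and 9 lists, and up to 25 and 20, so the counts of 21 and 9 lists do not exclude chance.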

Functional annotation analysis of murine sexually dimorphic genes identified 58 and 39 GO terms in the biological process group with statistically significant enrichment in control and diseased kidneys, respectively. 

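Genes of steroid metabolism were lower in control females, with the smallest p of the 5 groups described here. Cyp7b1 measured 13.93 ± 0.27 in males and 5.07 ± 1.52 in females (SD, n = 5), and Akr1c21 12.19 ± 0.77 and 3.24 ± 0.58. Elovl6, a fatty acid elongase gene, went the other way, at 11.73 ± 0.26 in females and 9.68 ± 0.17 in males. Of 18 genes of steroid hormone metabolism, 5 were lower in females, 0 were higher and 13 did not pass the threshold in limma (7 lower and 1 higher when adjusted over the list alone), with a median of −0.69 (camera adjusted p = 5.76e-06, and adjusted p = 0.0380 with an estimated correlation). Of 19 genes of fatty acid synthesis, 4 were higher, 1 was lower and 14 did not pass (5 and 1 when adjusted over the list alone; camera adjusted p = 0.00334, and adjusted p = 0.224 with an estimated correlation). Elovl6 differed by 2.04 (standard error 0.14, adjusted p = 3.07e-08), and the gene of malic enzyme, Me1, by −1.28 (standard error 0.19, adjusted p = 0.000290). Of 23 genes of sphingolipid and glycolipid metabolism, 1 was higher, 2 were lower and 20 did not pass (the same counts when adjusted over the list alone; camera adjusted p = 0.0558). The lower ones were Degs2, a sphingolipid hydroxylase gene, by −3.19 (standard error 0.18, adjusted p = 2.15e-09), and Ugcg by −0.63 (standard error 0.08, adjusted p = 6.52e-05). Of 33 genes of actin polymerization, 3 were higher and 30 did not pass (4 higher when adjusted over the list alone; camera adjusted p = 0.0128, 0.0719 without control female FNo5, and adjusted p = 0.111 with an estimated correlation). Diaph1, a formin gene, was higher by 0.80 (standard error 0.12, adjusted p = 0.000447) and Enah by 0.76 (standard error 0.12, adjusted p = 0.000446). Of 31 genes of vascular development, 4 were higher in females, 1 was lower and 26 did not pass (5 and 1 when adjusted over the list alone), with a median of 0.55 (camera adjusted p = 1.66e-05, and adjusted p = 0.0397 with an estimated correlation). Besides Tek and Flt1, the higher ones were Notch1, by 1.05 (standard error 0.18, adjusted p = 0.00153), which held in 15 of 20 fits without 1 array (0.00617 at most, without F10-1), and Kdr, by 0.95 (adjusted p = 0.00290), which held in 2 of them (0.0107 at most, without M30-5). Sema3c, a guidance cue gene, was lower in females by −3.01 (standard error 0.35, adjusted p = 2.54e-05), with FNo5 at 4.89 above the mean of 3.73 of the other females.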

The top GO terms in the healthy kidney included steroid and fatty acid synthesis, lipid (glycolipid, and sphingolipid) metabolism, actin polymerization and vascular developmental pathways (Table 3 and Table S7). 

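Neither genes of phospholipid synthesis nor genes of vesicle-mediated transport differed between the sexes in camera after doxorubicin. Camera tests fixed lists for a shift in 1 direction and can miss members that go both ways. The paper tested GO terms for enrichment among its called genes, which was not repeated here. Of 21 genes of phospholipid synthesis, 0 passed the threshold of 0.003 in limma (1 when adjusted over the list alone), and camera gave an adjusted p of 0.565. Its smallest adjusted p was that of Etnk1, an ethanolamine kinase gene, at 12.76 ± 0.11 in females and 12.14 ± 0.31 in males (SD, n = 5; log2 difference 0.63, adjusted p = 0.00411, and 0.00194 without M30-4, which lay at 11.60 below the mean of 12.27 of the other males). Of 49 genes of vesicle-mediated transport, 0 passed (also 0 when adjusted over the list alone), and camera gave an adjusted p of 0.938. The smallest adjusted p there was that of Rab11a, a GTPase gene of recycling vesicles, which differed by 0.35 (standard error 0.08, adjusted p = 0.0139). Over all genes, 5027 probe sets had an unadjusted p under 0.05 in this comparison.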

Dimorphic genes in diseased animals belonged not only to the lipid (phospholipid) biosynthesis, but to intracellular (vesicle mediated) transport process as well (Table S7).

**Table 3:** Functional categories of sexually dimorphic genes in murine kidneys.

Gene ontology	Sex-biased genes in mice CTL kidney	sex-biased genes in mice diseased kidney
Biological process	monocarboxylic acid metabolic process	lipid biosynthetic process
	fatty acid metabolic process	monocarboxylic acid metabolic process
	lipid biosynthetic process	fatty acid metabolic process
	glutathione metabolic process	mRNA metabolic process
	proteolysis	carboxylic acid biosynthetic process
	acetyl-CoA metabolic process	serine family amino acid metabolic process
	carboxylic acid biosynthetic process	fatty acid biosynthetic process
	modification-dependent macromolecule catabolic process	positive regulation of transcription
	blood coagulation	positive regulation of nucleic acid metabolic process
	protein catabolic process	positive regulation of transcription, DNA-dependent
Molecular function	unspecific monooxygenase activity	glucuronosyltransferase activity
	glucuronosyltransferase activity	symporter activity
	iron ion binding	iron ion binding
	acyltransferase activity	pyrophosphatase activity
	symporter activity	glyceraldehyde-3-phosphate dehydrogenase activity
	metalloexopeptidase activity	threonine endopeptidase activity
	aminopeptidase activity	unspecific monooxygenase activity
	sodium ion binding	sugar transmembrane transporter activity
	guanylate kinase activity	glutathione peroxidase activity
	sugar transmembrane transporter activity	
Cellular component	cytoplasm	cytoplasm
	cytoplasmic part	cytoplasmic part
	mitochondrion	intracellular membrane-bound organelle
	vesicular fraction	intracellular organelle
	microsome	mitochondrion
	cytosol	vesicular fraction
	endoplasmic reticulum	mitochondrial part
	intracellular organelle	microbody
	cytosolic ribosome (sensu Eukaryota)	peroxisome
	mitochondrial part	mitochondrial inner membrane

Overrepresented gene ontological terms (at level 5 terms) were identified in biological process, molecular function and cellular component. David 2.0 program was used to identify the overrepresented gene functional groups and the statistical significance was determined by modified Fisher's exact test (p<0.05). Only top 10 GO terms based on the p value ranking were shown in the table.

### Species-specific chromosomal enrichment

Mammalian sex chromosomes are enriched for sexually dimorphic genes, which are involved in sex development and differentiation [25], [26]. Thus, in the present study we analyzed the chromosomal localization of renal sexually dimorphic genes by using GeneTrail Software (http://genetrail.bioinf.uni-sb.de [27]). This Software compares the proportion of genes in a geneset located on a specific chromosome to the general chromosomal distribution of all the genes. The list of genes differentially regulated in control and diseased human kidneys only showed significant enrichment for X and Y chromosomes (Table 4), while the differentially expressed genes in the mouse kidney showed enrichment not only for sex chromosomes but for various autosomes (including chromosome 4, 7, 14, 19) (Table 4). 

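Sex-biased genes of the mouse kidney were more frequent than chance on the Y chromosome in control and doxorubicin kidneys, and on chromosome 3 after doxorubicin. In control kidneys 32 of the 630 measured genes of chromosome 3 were sex-biased, against 21.5 by chance, Elovl6 and Cyp7b1 among them. After doxorubicin 29 were, against 15.1. Chromosome 13, with Slc17a2 and Akr1c21, held 24 sex-biased genes of 459 in control kidneys, against 15.7 by chance. Chromosome 19 held 19 of 444 in doxorubicin kidneys, against 10.7. In Fisher's exact test (one-sided, for enrichment), chromosome 3 had p = 0.0157 in control kidneys (adjusted p = 0.165 over the chromosomes) and p = 0.000584 after doxorubicin (adjusted p = 0.00736). In the same exact test chromosome 13 had p = 0.0251 in control kidneys (adjusted p = 0.175), and chromosome 19 had p = 0.0108 after doxorubicin (adjusted p = 0.0756). Besides the Y chromosome, no other chromosome had p under 0.05. In control kidneys 3 chromosomes had p under 0.05, 2 without M30-1 or FNo5 and 4 without M30-5, F10-1, F10-2 or M30-4. After doxorubicin it was 3 as well, 2 without M30-4, M11, F3 or F10-4 and 4 without FNo5, M7 or F4. With SAM calls there were 5 in control kidneys and 1 after doxorubicin, where chromosome 3 had an exact p = 0.0519. In the exact test the adjusted p of Y was then 0.0582 and 0.397. With calls at an adjusted p under 0.05 it was 0.327 and 0.307, and chromosome 3 after doxorubicin had 0.211. The enrichments named first held with only bright probe sets, a two-sided test or probe sets in place of genes. The last added chromosome 3 in control kidneys (adjusted p = 0.00378) and chromosome 19 after doxorubicin (0.0167).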

Interestingly previous studies already indicated male biased gene enrichment in the liver on chromosome 19 [21]. Thus, our results indicate a conserved enrichment for sex chromosomes and species-specific chromosomal enrichment to autosomes.

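On the sex chromosomes, the Y-linked genes stood out and the X chromosome as a whole did not. Of the 8 measured genes of the Y chromosome, 3 were sex-biased in control and 3 in doxorubicin kidneys: Kdm5d, Uty and Eif2s3y. Uty measured 7.63 ± 0.25 in control males and 2.66 ± 0.03 in control females (SD, n = 5), and Eif2s3y, a translation factor gene, 8.37 ± 2.63 and 2.66 ± 0.06, where the lowest control male, M12, lay at 3.69 against a mean of 9.53 in the other 4. Of 402 measured genes of the X chromosome, 11 were sex-biased in control kidneys, 8 of them higher in females, and 10 after doxorubicin, 7 of them higher in females. Uty differed by −4.97 (standard error 0.27, adjusted p = 1.56e-09 from limma) and Eif2s3y by −5.71 (standard error 0.90, adjusted p = 0.000570). After doxorubicin the call of Eif2s3y was lost with the animal number series as a block and with the Gapdh signal as a covariate. Of 8 genes that escape X inactivation, 2 were higher in control females, Xist and Pbdc1 (3 when adjusted over the list alone; camera adjusted p = 9.01e-05, and adjusted p = 0.0411 with an estimated correlation). Pbdc1 differed by 0.65 (standard error 0.11, adjusted p = 0.00135), with control female F1 highest at 8.46 against a mean of 8.13 in the others. This call held in 16 of 20 fits without 1 array (0.00520 at most, without M30-2) and was lost with quantile normalization and with median centring. In Fisher's exact test (one-sided), the Y chromosome had p = 0.00194 in control kidneys (adjusted p = 0.0407) and p = 0.000701 after doxorubicin (adjusted p = 0.00736). With SAM calls its adjusted p was 0.0582 and 0.397. The X chromosome had p = 0.813 and p = 0.50 in the same exact test.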

**Table 4:** Chromosomal distribution of gender biased genes.

	Human (glom+tubule)	Mouse (whole kidney)
Healthy male vs. female	X, Y	X,Y,3,4,6,7,8,14,19
Diseased male vs. female	X, Y	X,4,5,7,9,14,16,19

Enriched chromosomes for the sexually dimorphic genes in kidneys of human and mouse. The GeneTrail Software was used in this study (p<0.05, Fisher's exact test).

### Enrichment of transcription factor binding sites (TFBS) in response to disease

In order to understand the regulation of sexually dimorphic genes in human and mouse kidneys, we examined transcription factor binding sites (TFBS) on the sex biased transcripts. With the use of the oPOSSUM program [28], which contains around 100 verified transcription binding sites in its database, we searched for regulatory elements within 5 kb upstream regions of the sexually dimorphic genes, which could be indicative of transcription factor binding.

In healthy human kidney tubules, sex-biased genes showed significant enrichment for several TF, including: ELK4, Broad-complex_1 & 3, CF2-II, RORA1, NR2F1 and CF2-II transcription factor-binding sites (Table 5). The promoter region of the murine sexually dimorphic genes showed enrichment for 7 different TF under baseline condition (Table 6 and Table S8). Based on the known effects of sex steroids, we were specifically interested in finding binding sites for estrogen or androgen receptors and transcription factors regulated by sex hormones. Analysis with the oPOSSUM program indicated no statistically significant enrichment for sex steroid hormone receptor binding sites on the promoter of the sexually dimorphic genes.

**Table 5:** TFBS of gender biased genes in human kidneys.

TFBS in control male vs control female human kidney	TFBS in diseased male vs. diseased female Human kidney
ELK4 (ETS)	Broad-complex_1 (Zn-Finger)
Broad-complex_3 (ZN-Finger)	RORA1 (Nuclear receptor)
CF2-II (Zn Finger)	NR2F1 (Nuclear receptor)
	CF2-II (Zn-Finger)

Overrepresented TFBS identified in the sex-biased genes from human kidneys. The statistical significance was determined by Fisher's exact test (p<0.05). The oPPOSUM Sotware was used to identify TFBS.

**Table 6:** TFBS of gender biased genes in murine kidneys.

TFBS in control male vs. female mouse kidney	TFBS in diseased male vs. disease female mouse kidney	
HNF1A	HNF1A	Broad-complex_3
Broad-complex_3	FOXF2	Foxa2
Lhx3	Broad-complex_4	TBP
SRY	NFIL3	PEND
hb	SRY	Broad-complex_1
Foxd3	Lhx3	NR1H2-RXRA
Broad-complex_4	MYB.ph3	FOXI1
	GAMYB	GABPA
	PBX1	HMG-IY
	PBF	IRF1
	MNB1A	hb
	Foxq1	bZIP911
	Foxd3	SQUA
	Dof2	Cebpa
		ELK4

Overrepresented TFBS identified in the sex-biased genes from mice kidneys. The statistical significance was determined by Fisher's exact test (p<0.05). The oPPOSUM Sotware was used to identify TFBS.

We also compared TFBS of sex-biased genes: in healthy kidneys there was a common enrichment for Broad-complex_3 binding sites, while in diseased kidneys, there was enrichment for transcription factors Broad-complex_1. Thus our results suggest that human and mouse male and female kidneys exhibit some degree of species-independent enrichment of TFBS.

## Discussion

Understanding sex related differences in renal disease development is a critical but understudied issue. The incidence of ESRD is 50% higher in males, which makes gender one of the most significant risk determinants for the development of kidney disease. The cause and mechanism of sex bias in renal disease development is largely unknown. This study was aimed to determine global gene expression differences in male and female kidneys of humans and mice in order to better understand gender differences.

According to our knowledge this is the first study to describe gender related global gene expression differences in human kidney samples. In the present study we used 42 human kidney samples and identified 67 (26 in glomeruli and 50 in tubules) transcripts differentially expressed in “healthy” human kidneys. We not only analyzed control kidneys but also found 24 differentially expressed transcripts when diseased male and female tubulointerstitial samples were compared. We think that the relatively small number of differentially expressed genes with higher fold changes may be related to the high degree of sample heterogeneity (including race and type of renal disease).

Our study shows that the most consistently identified gender biased genes (found both in human and mice, control and diseased kidneys) are those that localized on sex chromosomes (X, Y). These genes largely, but not fully overlap with genes that have been described in other organs. Tissue specific expression of sex chromosome genes has been observed in somatic tissues, but their role is largely unknown [25], [26], [29], [30]. During development, Y-chromosome related genes are involved in male specification. The differential expression of X, Y-chromosome genes might also be required to restore balanced expression of X-linked genes between the sexes. However, this general mechanism cannot explain the tissue specific expression of some of the sex chromosome genes. Therefore we might speculate that this tissue specific expression could be important for gender differences that can be observed in certain disease conditions but not in others.

The role of many of the genes located on the sex chromosomes is unknown. However, we would like to highlight a recent paper by Tan et al. [31]. In this study, the authors determined that antibodies against RPS4Y1 and DDX3Y were associated with increased rate of acute rejection when a male kidney was transplanted into a female recipient. RPS4Y1 and DDX3Y were some of the top genes that we identified as differentially expressed when we compared male and female kidneys, indicating that sex chromosomal genes might have important clinical significance. Further mechanistic studies are needed to examine this concept.

A surprising and important finding of our studies is the narrow concordance between gender biased genes in mice and humans (both at baseline and under disease conditions). This degree of overlap might not be statistically different from random variations. Given that many of the gender biased genes were sex chromosome related and there is an almost 10-fold difference in the number of known transcripts in the human and murine sex chromosomes, this might not be unexpected. Our results strongly reinforce the concept that caution needs to be exercised when we use rodent models to study gender related differences.

Interestingly, there was no clear enrichment for sex steroid hormone receptor binding sites on the promoter of the gender-biased genes either in human or in murine kidneys. While one can argue that some of the human samples were from post-menopausal women, it is important to note that the same observation was true for the murine samples as well. The absence of clear enrichment for sex-hormone regulated genes is consistent with the results 2 previous gene expression studies performed on mice [19], [21]. This could indicate that genes are regulated in a more complex regulatory network, rather than direct sex steroid hormone binding. Genomic and nongenomic actions of sex steroid hormones might converge on the regulation of target genes via signal transduction pathways that modulate the activity of several transcription factors. In addition, ovarian steroids are released in a cyclic fashion, thus their target genes might also be expressed in a cyclic fashion, making it increasingly difficult to identify them. Gene expression studies aiming to reveal cycle-dependent changes are in their infancy. Sex hormones are the main focus of research to decipher the mechanism of sex differences, but increasing amount of evidence suggest that gender differences can also be mediated by growth hormone, which has a different secretion pattern in men and women [32], [33], [34].

Our study is one of the first that analyzed gender related global gene expression changes in renal injury models. We determined that while there were baseline gender specific gene expression differences in the kidney, different genes were differentially expressed in diseased kidneys. This observation might have very important consequences for clinical medicine and could imply that different treatment strategies need to be applied for men and women with renal disease. These results are consistent with findings obtained in the cardiovascular field, where gender specific differences have been reported for disease development and treatment response. Unfortunately, there were a few inherent limitations of our study. First, we could not distinguish whether the severity of renal disease resulted from systemic differences (including drug metabolism) or from gene expression response differences inherent to the kidney. In addition, the cross-sectional design of our study did not allow us establish causality. Our analysis also included multiple comparisons, which increases the probability of false discoveries. We were cognizant of this issue; however, as this was one of the first studies that explored sexually dimorphic gene expression changes in human and murine kidneys we opted to maximize the sensitivity at the expense of specificity. Further large scale expression and mechanistic studies will be necessary to confirm our finding and to establish causality.

In summary, here we provide a first description of sex specific gene expression differences in human and murine kidneys under baseline and disease conditions. Our studies highlight significant differences in human and murine kidneys both at baseline and in their response to injury. We identified several new candidate transcripts that could enable us to better understand sex specific differences in the occurrence and pharmacologic responses of kidney injury in humans. Our studies suggest a need to further investigate sex specific treatments for kidney disease.

## Materials and Methods

**The clinical study** used the cross-sectional design. Kidney samples were obtained at the Montefiore Medical Center (MMC) of the Albert Einstein College of Medicine (AECOM) from living allograft donor and surgical nephrectomies and from left-over portions of diagnostic kidney biopsies. The study was approved by the Institutional Review Board of the AECOM and MMC (2002-202 to K.S.). Written consent was obtained from all living kidney donors and recipients. Clinical information was collected using standardized datasheets.

### Tissue handling

Kidney tissue was obtained in the operating room immediately after removal from the patient. Tissue was placed into RNALater right after removal from the body and was kept at 4°C. Part of the sample was fixed in formalin and embedded in paraffin. 4 µm sections were cut and stained with PAS and were evaluated and graded by an expert nephropathologist.

### Microdissection

1 mm×1 mm biopsy tissues were placed under Olympus model SZX12 stereomicroscope using 90×magnification. The biopsy tissue was manually microdissected at 4°C in RNALater for glomerular and tubular compartment using fine tip forceps. In general, 5 glomeruli that readily released from the capsule were collected and placed into cold RLT solution (Qiagen RNeasy kit). The corresponding tubulointerstitial and vascular compartment was placed into RLT solution also. For easier designation we called this component tubules throughout the manuscript. Dissected tissue was homogenized using Powergen125 (Fisher) homogenizer and stored at −80°C. RNA was prepared using RNAeasy mini columns (Qiagen, Valencia, CA) according to manufacturer's instruction. RNA quality and quantity was determined using Lab-on-Chip Total RNA PicoKit, Agilent BioAnalyzer. Only samples without evidence of degradation were further used.

**Animal Experiments** were conducted in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the Albert Einstein College of Medicine. We made all efforts to minimize the number of animals used and their suffering.Renal disease was induced in about 10-week old male and female Balb/c mice via intravenous injection of 12 mg/kg doxorubicin. Urine was collected in metabolic cages for 24 hrs and albuminuria was measured using mouse albumin specific ELISA (Bethyl Laboratories), and corrected to urinary creatinine excretion, by using picric acid method.

**Microarray Procedure** was compliant with MIAME. For the human kidney tissue (glomeruli or tubuli), purified total RNAs were amplified using the Two-Cycle Target Labeling Kit (Affymetrix) as per manufacturer's protocol. Briefly, total RNA (10 ng) from each sample was first reverse transcribed into cDNA using a T7 promoter-dT primer [5′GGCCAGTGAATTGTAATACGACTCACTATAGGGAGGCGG-(T)24], then converted to double-stranded cDNA and amplified with an in vitro transcription reaction using T7 RNA polymerase. The products were then reverse transcribed into cDNA again, using random hexamer primers. A final in vitro transcription reaction was performed using the GeneChip IVT labeling kit (Affymetrix, USA) to produce biotinylated cRNA for microarray.

Mouse tissue total RNA was prepared from whole kidneys using Trizol® (Invitrogen). Gene expression studies were performed using the Affymetrix One Cycle labeling kit as per manufacturer's instruction.

For the analysis of gene expression data after hybridization and scanning, raw data files were imported into Array Assist Software (Invitrogen, USA). Database and expression levels were normalized using the GCRMA algorithm. This normalization method is a mathematical technique used to reduce discrepancies in hybridization patterns that might result from variables in target amplification, hybridization conditions, staining or probe array lot. Normalizations standardize the data to facilitate identification of genuine gene expression difference. For statistical analysis, the data was exported into Excel (Microsoft) and Statistical Analysis of Microarray Software and Student's t-test were used. Gene expression data is uploaded to NICBI gene expression omnibus (GEO numbers; GSE12682, GSE12683).

**Histology** was evaluated in formalin fixed paraffin embedded kidney tissues, which were stained using the PAS protocol.

### Gene Ontology Classification and Overrepresentation of Biological Themes

All significant gene entries were subjected to GO classification. Significant overrepresentation of GO-classified biological processes was determined by comparing the number of genes in the biological process that were significantly differentially expressed in a particular mouse strain to the total number of genes relevant to that biological process printed on the array using the publicly available DAVID 2.0 software (http://david.abcc.ncifcrf.gov/). The significance was determined by modified Fisher's exact test (EASE Score, p<0.05).

**Analysis of overrepresented chromosomes** was performed using GeneTrail Software [27] (http://genetrail.bioinf.uni-sb.de/). The significance was determined by Fisher's exact test (p<0.05).

**Analysis of enrichment for TFBS** was performed by using the oPOSSUM Sotware [28] (http://burgundy.cmmt.ubc.ca/oPOSSUM/). For each transcript, the top 10% of conserved regions in the 5000 bp up or down-stream sequences with minimum conservation of 70% and matrix match threshold of 80% were scanned for TFBS and the significance level was determined by Fisher's exact test score at p<0.05.

## Supporting Information

Table S1 List of differentially expressed transcripts in kidneys of healthy Balb/c male (M) and female (F) mice (n = 5/per group). Statistical significance was determined by using the SAM analysis (FDR<0.3%) Ratio of gcRMA normalized relative mRNA expression levels (Ratio F/M and Ratio M/F)
(1.06 MB XLS) Click here for additional data file.

Table S2 List of differentially expressed transcripts in kidneys of doxorubicin treated Balb/c male and female mice (n = 5/per group). Statistical significance was determined by using SAM analysis (FDR<0.3%) Ratio of gcRMA normalized relative mRNA expression levels (Ratio F/M and Ratio M/F)
(0.81 MB XLS) Click here for additional data file.

Table S3 sheet A. List of differentially expressed transcripts in kidneys of control and doxorubicin treated male Balb/c mice (n = 5/per group) Statistical significance was determined by using SAM analysis (FDR<3%) Ratio of gcRMA normalized relative mRNA expression levels (Ratio of doxorubicin vs control kidneys Dox/CTL) sheet B. List of differentially expressed transcripts in kidneys of control and doxorubicin treated female Balb/c mice (n = 5/per group) Statistical significance was determined by using SAM (FDR<4%) Ratio of gcRMA normalized relative mRNA expression levels (Ratio of doxorubicin vs control kidneys Dox/CTL)
(0.07 MB XLS) Click here for additional data file.

Table S4 A Differentially expressed genes between sexes in human healthy glomeruli. Gene expression values in healthy glomeruli of females (F) and males (M) were averaged to calculate the ratio (F/M), and the statistical significance was determined using Student's t-test. Only the genes with p value<0.01 were considered significant. B. Differentially expressed genes between sexes in human healthy kidney tubulointerstitium. Gene expression values in healthy tubuli of females and males were averaged to calculate the ratio (F/M), statistical significance was determined using Student's t-test. Only the genes with p value<0.01 were considered significant.
(0.03 MB XLS) Click here for additional data file.

Table S5 Differentially expressed genes between sexes in human diseased kidney tubulointerstitium. Gene expression values in diseased tubuli of females and males were averaged to calculate the ratio (F/M), statistical significance was determined by Student's t-test. Only the genes with p value<0.01 were considered significant.
(0.02 MB XLS) Click here for additional data file.

Table S6 A List of differentially expressed transcripts of healthy human female glomeruli of <49 vs. >50 years of age (n = 4/per group). Statistical significance was determined by Student's t-test (genes with p value<0.01) Ratio of gcRMA normalized relative mRNA expression levels (<50/>50) B. List of differentially expressed transcripts of healthy human female tubuli of <49 vs. >50 years of age (n = 4/per group). Statistical significance was determined by Student's t-test (genes with p value<0.01) Ratio of gcRMA normalized relative mRNA expression levels (<50/>50)
(0.09 MB XLS) Click here for additional data file.

Table S7 The complete list of gene ontology terms showing significant enrichment. Enriched GO terms at level 5 were determined by David 2.0 program (p<0.05, modified Fisher Exact test). Gene Ontology terms were determined for Biological process/Molecular Function and Cellular Component. A. Gender biased genes healthy human male glomeruli vs healthy female glomeruli B. Gender biased genes healthy human male tubuli vs healthy female tubuli C. Gender biased genes diseased human male tubuli vs diseased female tubuli D. Gender biased genes healthy male Balb/c mice vs healthy female mice E. Gender biased genes diseased doxorubicin treated male Balb/c mice vs dox treated female mice
(0.03 MB XLS) Click here for additional data file.

Table S8 The complete list of transcription factor binding sites (TFBS) showing statistically significant enrichment on the gender-biased genes. A. Human healthy male vs female tubuli B. Human diseased male vs diseased female tubuli C. Healthy male vs female Balb/c mice D. Dox treated male vs dox treated female Balb/c mice. The oPPOSUM Software was used to generate this list.
(0.02 MB XLS) Click here for additional data file.

Table S9 Sheet A. The complete list of differentially expressed genes between sexes in human healthy glomeruli. Gene expression values in healthy glomeruli of females (F) and males (M) were averaged to calculate the ratio (F/M). Statistical significance was determined by using the SAM test (FDR = 0%). Sheet B. Differentially expressed genes between sexes in human healthy kidney tubulointerstitium. Gene expression values in healthy tubuli of females and males were averaged to calculate the ratio (F/M). Statistical significance was determined by using the SAM test (FDR = 0%).
(0.02 MB XLS) Click here for additional data file.

Table S10 The list of differentially expressed genes between sexes in human diseased kidney tubulointerstitium. Gene expression values in diseased tubuli of females and males were averaged to calculate the ratio (F/M). Statistical significance was determined by using the SAM test (FDR = 0%).
(0.02 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

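Total kidney RNA of 20 mice, 5 in each of 4 groups (control males, control females, doxorubicin males and doxorubicin females), was measured with 1 array per animal, at about 10 weeks of age and, in the injected groups, on day 14 after 12 mg/kg doxorubicin. The intensities were deposited by the authors as GCRMA values, that is after background adjustment, quantile normalization between arrays and summary per probe set, on a linear scale and without a filter on probe sets; no version of GCRMA is stated. No value was missing. All values were converted to log2. The 64 array control probe sets were used for RNA quality alone, and 22626 probe sets were tested. Of these, 20380 stand for 1 gene, 691 for several and 1555 have no gene named here; 20351 were named through their Entrez ID, and they cover 12393 genes. Some genes of the paper are not reported here. The human samples of the paper were not analysed here, and its lists of human genes were taken as printed.

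Group means were compared with limma 3.58.1 in R 4.3.3, in 1 linear model with 4 groups over 20 arrays (16 residual degrees of freedom and 0.780 prior degrees of freedom), with Benjamini-Hochberg adjustment over the tested probe sets. The thresholds were 0.003 for the comparisons of the sexes, 0.03 for doxorubicin in males, 0.04 for doxorubicin in females and 0.05 for the difference of the responses, which was tested as an interaction. The fold limit of 1.5 is the paper's. The comparisons, thresholds, gene lists and most alternatives were set before the data were examined. The paper's text gives SAM as its test, while the headers of its Tables S1 to S3 name a Student's t-test at 0.01; both were run as alternatives. The copies of Tables S1 and S2 at hand hold only part of the listed transcripts, so no overlap with them was counted.

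Genes named in the text were chosen by rule: the genes the paper names for mice and those of its Table S3; for each comparison the 10 probe sets with the largest difference in each direction among those past the threshold whose groups do not overlap; and, for each list described, 2 to 4 members with the smallest adjusted p. Gene names in the paper's Tables S1 to S3 had been seen before the rule and the lists were fixed. A gene with several probe sets is given by the brightest unless another passed, and probe sets that disagree are described.

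The 50 gene lists cover metabolic pathways, cell types of the kidney and other organs, and responses to injury. They were tested with camera at a preset correlation of 0.01, and again with the correlation estimated from the data, with 1 probe set per gene. Members were also adjusted over each list alone. The share of sex-biased genes per chromosome and the overlap with the paper's human genes were tested with Fisher's exact test. RNA quality was measured as the 3′ minus 5′ log2 signal of Gapdh and Actb and compared with exact permutation tests over 10 comparisons.

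The alternatives were SAM with 100 permutations on log2 and on linear values (its counts depend on the grid of delta values), the t-test, an adjusted p under 0.05, a fit of only the groups compared, a variance prior with trend and robust estimation, array weights, quantile normalization, median centring, the upper 60% of probe sets by mean, the prefix of the animal number as a block, the Gapdh signal as a covariate, and leaving out each array in turn. A term for the arrays with 5′ signal, the 14 arrays without it, the fit without M30-4 and FNo5, and the Actb signal as a covariate in the tests of RNA quality were added after the data were seen. A single gene outside its threshold whose sign changed was counted as moved. For each count, 100 splits of the arrays, the real one included, were compared.

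The method was tested on simulated data with 50 changed probe sets of each size. In control kidneys limma recovered 3 of 50 at a log2 difference of 0.5, 21 at 1 and 42 at 2. For doxorubicin it recovered 35 at 1 and 44 at 2 in males, and 37 and 47 in females. False calls were 9 of 154 for doxorubicin in females (5.84%, above the 4% of its threshold) and 4 of 145 in males. For sex they were 1 of 116 in control kidneys and 0 of 127 after doxorubicin. Data without a difference gave 0 calls. Camera found 3 of 3 shifted lists and called 1 other. These rates may not hold for the real arrays. Other splits of those gave medians of 8 to 10 lists past camera. They gave a median of 0 called probe sets, but up to 2418. Probe sets of Y-linked genes in females gave the background of the arrays, and values near it are not measured with precision.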

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

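The test of a loss of proximal tubule cells, the tests with the Actb signal, those with the Gapdh signal over all sex-biased probe sets, and the settings by 5′ signal class were chosen only after the result was seen.

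A single animal lay far from the other 4 of its group in 18 of 215 groups of values, where chance gives 10.75; FNo5 was this animal in 5, M12 in 3 and M30-4 in 2. The gap to the nearest animal as a share of the group's range was 0.868 for Hdc (control male M12), 0.856 for Slc17a2 (control male M13), 0.938 for Slc7a13 (control female F10-1), 0.861 for Eif2s3y (control male M12), 0.828 for Sema3c (control female FNo5) and 0.831 for the brighter probe set of Aldh9a1 (control male M30-2). It was 0.822 for Slc7a13 (doxorubicin female F5), 0.734 and 0.821 for the 2 probe sets of Slco1a1 (doxorubicin females F4 and F3), 0.733 for Kdm5d and 0.719 for Etnk1 (doxorubicin male M30-4), and 0.723 for Golm1 (control male M12). It was 0.786 for the brightest probe set of Ddx6, 0.711 for Pcyt1a and 0.870 for the brightest probe set of Zbtb20 (control female FNo5), 0.793 for the dimmer probe set of Dpp4 (control female FNo5), 0.748 for Rhoj (doxorubicin female F10-4) and 0.726 for Pbdc1 (control female F1).

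The response to doxorubicin differed between the sexes, by the test of the difference itself, for Slco1a1 (2.90) and for the lists of endothelial cells (median −0.59), NRF2 targets (median −0.33), vascular development (median −0.32) and actin polymerization (median −0.11). Slco1a1 lies near the array background in control females and could not fall there, so its value shows the decrease in males alone. Other splits of the arrays do not exclude chance for the number of probe sets (1, highest other 1726) or of lists (19, highest other 25) whose responses differ. The endothelial list includes Flt1 of Table S3A, whose gene names had been seen before the lists were fixed.

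Changes in probe sets outside the paper's Table S3 were found in males for Golm1 (1.14), Cp (1.742), Slco1a1 (−2.30 and −2.83), Cdkn1a (0.89, from a level that may be the floor of its probe set), Klhdc8a (1.08), Slc7a13 (−1.43), F2r (0.89 and 0.72) and Nfya (−0.71), and in females for Pcyt1a (−2.41), Ago2 (−3.18) and Add3 (−1.06).

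Sex differences and RNA quality were weighed first, since the 3′ excess was larger in females. With the Gapdh signal as a covariate the sex-biased probe sets kept 98.5% of their median size in control and 98.6% in doxorubicin kidneys, with the Actb signal 96.8% and 87.7%, and the 79 small differences kept 89.4% with the Gapdh signal; this argues against 3′ excess as the whole cause. In the 14 arrays without 5′ signal they kept 103% and 96.3%, which argues against the 6 arrays with that signal as the whole cause. Sex remains as the biological explanation, which may hold as a hypothesis.

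The decreases in doxorubicin females were weighed next, over the 26 probe sets that are lower in the paper's Table S3B. They kept 94.9% of their median difference without control female FNo5 and 83.7% with the Actb signal as a covariate, which argues against this array and against RNA degradation as the whole cause, while the 96.8% kept with the Gapdh signal decides nothing, since that signal differs by only 0.16 SD between the groups. The other 32 bright probe sets of the same genes had a median log2 difference of −0.061 against −1.11, with a range from −3.29 to 0.37 and 6 below −0.5. A change of part of each gene's transcripts, or of probe sets that measure something else, may explain this, and no test here separates them. An effect of doxorubicin stays open as the biological explanation.

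Doxorubicin males moved toward the female pattern: male-biased probe sets had a median response of −0.31 (255 of 278 lower) and female-biased ones of 0.24 (237 of 270 higher), against 0.04 and −0.03 in females. With the control males of the comparisons kept apart, the male-biased median was −0.35 over 10 splits, and without M30-4 95.9% of the −0.31 was kept. For sex-biased probe sets called without the treatment, the medians were −0.24 and, for the female-biased ones, only 0.07, and the exact p over 252 splits of the males was 0.00794, the smallest they can give. Proximal tubule markers without sex bias had a median response of −0.12 (95% interval −0.30 to 0.03), which leaves a loss of these cells open. Lower androgen action in injured males may also explain the shift and was not tested.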

How the results depend on the processing

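The 5′ class term, the 14 arrays without 5′ signal, the fit without M30-4 and FNo5, and the RNA quality difference without single arrays were chosen only after the results were seen. No paired analysis was possible because animal numbers are not shared between groups. Every probe set called in the 4 comparisons that an alternative also called kept its direction. The cause of the changes below was not tested, except where fewer arrays or a wider threshold make it plain. Counts follow for sex bias in control kidneys (548), sex bias in doxorubicin kidneys (365), doxorubicin in males (12), doxorubicin in females (9), the difference of responses (1), sex bias in both (231) and the share under 1.5-fold (14.4%); results not given stayed within 1.5 times.

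SAM at the same FDR gave 915, 1273, 53, 76 and a share of 27.0%, with 5 chromosomes enriched in control and 1 in doxorubicin kidneys in place of 3. SAM on linear values gave 832, 1052, 25, 31 and 30.3%. The unadjusted p under 0.01 of the t-test gave 1923, 2198, 286, 346, 342, 678 and 41.0%, and 4 probe sets changed by doxorubicin in both sexes in place of 0. After Benjamini-Hochberg it gave 174, 93, 0 and 0 (1181 and 1151 at an unadjusted p under 0.05), 51 in both and 9.20%.

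An adjusted p under 0.05 gave 1792, 1644, 26, 14, 751 in both and 34.8%, and 7 human healthy genes (Fisher's exact test, p = 0.211). The fit of only the groups compared gave 272, 168, 0 and 0 (1347 and 1343 at an unadjusted p under 0.05) and 79 in both. The prior with trend and robust estimation gave 2 differences of responses and a share of 8.88%. Array weights gave 1454, 1331, 113, 138, 213, 557 and 26.6%.

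Quantile normalization gave 5 in doxorubicin females and 2 differences of responses. Median centring gave 15 and 2, and a share of 10.9%. The upper 60% of probe sets gave 22 in males, 21 in females, 3 differences of responses and 7.59%. The animal number series as a block gave 651, 20, 231 and 67. It kept 398 of the 548 sex-biased probe sets of control kidneys and 289 of the 365 after doxorubicin. The Gapdh covariate gave 234 in doxorubicin kidneys, 29 in females, 16 differences of responses and 8.93%.

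The 5′ class term gave 38 in males, 56 in females and 20.3%. The 14 arrays gave 208, 142, 0 (1307 at an unadjusted p under 0.05) and 55. Without M30-4 and FNo5 the counts were 1411, 679, 19, 20, 0 (1834 at an unadjusted p under 0.05), 446 and 25.9%, and 10 lists differed in response.

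Without genes on X or Y, 2 human healthy genes (Fisher's exact test, p = 0.361) and 0 human diseased genes (p = 1 in the exact test) were also sex-biased in mice. With only bright probe sets the healthy count was 4 (exact p = 0.0834). With an estimated correlation, 9 lists in place of 21 passed for sex in control kidneys, 2 in place of 9 after doxorubicin, 4 in place of 21 for doxorubicin in males, 0 in place of 16 in females and 4 in place of 19 for the difference of responses. The list of exocrine and endocrine pancreas, lower in doxorubicin females, changed sign without control female F30-6: its adjusted p over the fits without 1 array ran from 1.27e-06 (without F10-1) to 0.994 (F30-6) in females and from 0.00432 (F10-1) to 0.150 (F30-6) for the difference of responses.

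Leaving out 1 array gave 363 (without F10-1) to 893 (without FNo5) for sex bias in control kidneys, 228 (M7) to 549 (FNo5) in doxorubicin kidneys, 2 (M30-5, M9, F4 or F10-4) to 21 (FNo5) in males, 1 (F1, F10-2, F10-3 or F10-4) to 32 (M30-4) in females, 0 (11 fits) to 5 (F10-1) for the difference of responses, 175 (F4) to 343 (FNo5) in both, and a share of 8.51% (F30-6) to 21.0% (M30-4). Probe sets changed in both sexes stayed at 0. It gave 2 to 4 enriched chromosomes in control and in doxorubicin kidneys, 2 to 7 human healthy genes and 2 to 4 human diseased genes. Lists ran from 18 to 24 for sex in control kidneys, 8 to 12 after doxorubicin, 17 to 22 in males, 11 to 18 in females and 12 (M30-3) to 22 for the difference of responses. The RNA quality difference ran from 0.317 to 0.510. Signal near the array background limits the measured size of the largest sex differences.

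Other splits of the arrays exclude chance for sex bias in control kidneys (1 of 100 splits as large, 548 called against 24 in the highest other). They do so for sex bias in doxorubicin kidneys too (1, 365 against 1). Few splits were as large for doxorubicin in males (3, 12 against 2418) and in females (2, 9 against 124). These shares were not adjusted over the comparisons, and another split in each gave far more calls, so chance is not excluded. Nor is it for the difference of responses (11, 1 against 1726). The split with 2418 parts the males by 5′ signal, which is also the animal number series, so it points to a structure of the samples. With that series as a block 20 were called in males and 67 for the difference of responses, against 38 and 1 with the 5′ class term. No splits were drawn within the series, so chance was not weighed for these blocked counts. For lists, few splits were as large for doxorubicin in males (3, 21 against 24). Chance is not excluded there, nor for sex in control kidneys (8, 21 against 25) or after doxorubicin (52, 9 against 20). The same holds for doxorubicin in females (11, 16 against 22) and the difference of responses (8, 19 against 25).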

Differences from the paper's values

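The 13 alternatives other than leaving out arrays, and leaving out each of 20 arrays, were set before the data were examined; a difference here means more than 1.5-fold. The paper's thresholds were used with limma in place of SAM.

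The paper gives 1162 transcripts that differ between control males and females, against 548 here. The difference closes with SAM (915 on log2 and 832 on linear values), array weights (1454) and without FNo5 (893). It stays with the t-test (1923, and 174 after Benjamini-Hochberg), an adjusted p under 0.05 (1792), the fit of only the groups compared (272), trend and robust estimation (507), quantile normalization (528), median centring (522), the upper 60% (580), the animal number series (543), the Gapdh covariate (392) and without any other array (363 to 747). Chosen after the values were seen, the fit without M30-4 and FNo5 gives 1411.

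The paper gives 884 for doxorubicin kidneys, against 365 here. This closes with SAM (1273 and 1052) and the animal number series (651). It stays with the t-test (2198 and 93), an adjusted p under 0.05 (1644), the fit of only the groups compared (168), trend and robust estimation (339), array weights (1331), quantile normalization (357), median centring (388), the upper 60% (425), the Gapdh covariate (234) and without any array (228 to 549). Chosen after the values were seen, the fit without M30-4 and FNo5 gives 679; the share of the paper's own transcripts among these counts was not computed.

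The paper gives 23 transcripts changed by doxorubicin in males, against 12 here. Both counts come within 1.5-fold with SAM on linear values (25), an adjusted p under 0.05 (26), the upper 60% (22), the animal number series (20), without FNo5 (21) and without M30-3 (20). It stays with SAM on log2 values (53), the t-test (286 and 0), the fit of only the groups compared (0), trend and robust estimation (10), array weights (113), quantile normalization (10), median centring (13), the Gapdh covariate (13) and without any other array (2 to 15). Chosen after the values were seen, the fit without M30-4 and FNo5 gives 19, with 1 of the 23 of Table S3A called and 22 dropped. SAM on linear values calls all 23 of the paper's Table S3A, SAM on log2 values 22 and limma 2. Of the 12 probe sets called by limma, SAM on linear values calls 3 and SAM on log2 values 11.

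The paper gives 28 transcripts changed by doxorubicin in females, against 9 here. The difference closes with SAM on linear values (31), the upper 60% (21), the Gapdh covariate (29) and without M30-4 (32). It stays with SAM on log2 values (76), the t-test (346 and 0), an adjusted p under 0.05 (14), the fit of only the groups compared (0), trend and robust estimation (9), array weights (138), quantile normalization (5), median centring (15), the animal number series (231) and without any other array (1 to 18). Chosen after the values were seen, the fit without M30-4 and FNo5 gives 20, with 4 of the 28 of Table S3B called and 24 dropped. SAM on linear values calls all 28 of the paper's Table S3B, SAM on log2 values 25 and limma 6.

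The paper gives 9 genes sex-biased in both species in healthy kidneys, against 4 here. The difference closes with SAM (6), an adjusted p under 0.05 (7) and without FNo5 (7). It stays without genes on X or Y (2), with only bright probe sets (4) and without any other array (2 to 5). The paper gives 5 in diseased kidneys, against 3 here, and the genes differ: Xist and Kdm6a (UTX) are among the paper's 5, Kdm5d is not, and DDX3Y has no value here. The counts come within 1.5-fold with SAM (5, of which Xist, Kdm6a, Gata2 and Slc16a7 are among the paper's), an adjusted p under 0.05 (6) and without FNo5 (4), each with Kdm5d among them. It stays without genes on X or Y (0), with only bright probe sets (3) and without any other array (2 to 3).

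The paper gives 468 transcripts with less than a 50% change in control kidneys, against 79 here. This gap closes with an adjusted p under 0.05 (624) and array weights (387). It stays with SAM (247 and 252), the t-test (789 and 16), the fit of only the groups compared (35), trend and robust estimation (45), quantile normalization (72), median centring (57), the upper 60% (44), the animal number series (63), the Gapdh covariate (35) and without any array (32 to 164).

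Of the genes the paper names for both species in healthy kidneys, Xist, Kdm5d, Aldh9a1 and Arl3 were called here, and Pdzrn3 (−1.20), Dpp4 (0.91, and 1.42 in a dimmer probe set), Wwox (0.68) and Sema5a (0.70) were not, at an adjusted p of 0.00402, 0.00737 and 0.00431, 0.0558 and 0.124. SAM in both forms and an unadjusted p under 0.01 call Pdzrn3, Dpp4 and Wwox, and the latter also Sema5a. An adjusted p under 0.05 and array weights call Pdzrn3 and Dpp4. Pdzrn3 is also called with median centring, the upper 60%, the animal number series, the Gapdh covariate and without F10-1, and Dpp4 without M30-4. The dimmer probe set of Dpp4 is called in these settings (SAM, an unadjusted p under 0.01, an adjusted p under 0.05, array weights and without M30-4) and also in the fit of only the groups compared, with the upper 60% and without FNo5. The 5′ class term calls Pdzrn3 and the brighter probe set of Dpp4 and the fit without M30-4 and FNo5 calls both probe sets of Dpp4, each chosen after the values were seen.

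Of those it names for diseased kidneys, Xist and Kdm6a were called, and Gata2 (0.82) and Slc16a7 (0.82) were not, at an adjusted p of 0.0141 and 0.00614. SAM in both forms, an unadjusted p under 0.01, an adjusted p under 0.05 and array weights call both. Gata2 is also called without FNo5 and, chosen after the values were seen, without M30-4 and FNo5.

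The paper lists chromosomes X, Y, 3, 4, 6, 7, 8, 14 and 19 for healthy mice, of which Y and 3 had p under 0.05 here, beside 13. With SAM calls chromosome 6 had an exact p = 0.00335 too. For doxorubicin mice it lists X, 4, 5, 7, 9, 14, 16 and 19, of which 19 had p under 0.05 here, beside 3 and Y. The X chromosome had an exact p = 0.813 in control and 0.50 in doxorubicin kidneys (Fisher's exact test). The paper names phospholipid synthesis and vesicle transport among the groups that differ after doxorubicin, where camera gave an adjusted p of 0.565 and 0.938. Camera tests a shift of fixed lists in 1 direction, unlike the paper's enrichment of GO terms, so these values do not decide the difference.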

Other observations

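Several lists passed camera for doxorubicin in males at the preset correlation but not with an estimated one, among them markers of tubular injury (1 of 21 past the threshold) and of macrophages (0 of 22), with mostly higher means after doxorubicin, while those of T and NK cells, B and plasma cells, and neutrophils did not pass (camera adjusted p = 0.424, 0.803 and 0.175). Genes of tubular injury had a camera adjusted p of 3.11e-06 (adjusted p = 0.321 with an estimated correlation) and markers of macrophages, with a median log2 response of 0.64, of 8.24e-06 (adjusted p = 0.410 with an estimated correlation). Genes of the extracellular matrix had 8.24e-06 (adjusted p = 0.407 with an estimated correlation) and interferon response genes 0.000201 (adjusted p = 0.407 with an estimated correlation). Of 9 adipocyte markers 0 passed the threshold, and all 9 had lower means (camera adjusted p = 0.0158, 0.0993 without M30-4, and adjusted p = 0.449 with an estimated correlation).

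In females, 0 of 79 genes of the respiratory chain (56 with a lower mean after doxorubicin; camera adjusted p = 3.55e-05, and adjusted p = 0.301 with an estimated correlation) and 0 of 26 genes of the cell cycle (24 with a higher mean; camera adjusted p = 0.00235, and adjusted p = 0.575 with an estimated correlation) passed the threshold. As 11 of 100 splits of the arrays, the real one included, gave as many lists, chance is not excluded. In the 14 arrays without 5′ signal, a choice made after the data were seen, male-biased probe sets had a median response of −0.35 and female-biased ones of 0.29 in males.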
